# Abo1, a conserved bromodomain AAA‐ATPase, maintains global nucleosome occupancy and organisation

**DOI:** 10.15252/embr.201540476

**Published:** 2015-11-18

**Authors:** Csenge Gal, Heather E Murton, Lakxmi Subramanian, Alex J Whale, Karen M Moore, Konrad Paszkiewicz, Sandra Codlin, Jürg Bähler, Kevin M Creamer, Janet F Partridge, Robin C Allshire, Nicholas A Kent, Simon K Whitehall

**Keywords:** Abo1, bromodomain AAA‐ATPases, chromatin, nucleosome mapping, *Schizosaccharomyces pombe*, Chromatin, Epigenetics, Genomics & Functional Genomics

## Abstract

Maintenance of the correct level and organisation of nucleosomes is crucial for genome function. Here, we uncover a role for a conserved bromodomain AAA‐ATPase, Abo1, in the maintenance of nucleosome architecture in fission yeast. Cells lacking *abo1* ^+^ experience both a reduction and mis‐positioning of nucleosomes at transcribed sequences in addition to increased intragenic transcription, phenotypes that are hallmarks of defective chromatin re‐establishment behind RNA polymerase II. Abo1 is recruited to gene sequences and associates with histone H3 and the histone chaperone FACT. Furthermore, the distribution of Abo1 on chromatin is disturbed by impaired FACT function. The role of Abo1 extends to some promoters and also to silent heterochromatin. Abo1 is recruited to pericentromeric heterochromatin independently of the HP1 ortholog, Swi6, where it enforces proper nucleosome occupancy. Consequently, loss of Abo1 alleviates silencing and causes elevated chromosome mis‐segregation. We suggest that Abo1 provides a histone chaperone function that maintains nucleosome architecture genome‐wide.

## Introduction

Nuclear genomes are organised by assembly into chromatin. The fundamental repeating unit of chromatin is the nucleosome, which is composed of approximately 147 bp of DNA wrapped around an octamer of histone subunits. Nucleosomes represent an obstacle to DNA‐dependent processes such as transcription, and as a result, key steps in transcription involve regulated nucleosome removal and replacement 1. Transcription elongation by RNA polymerase II (RNAP II) may cause the displacement of H2A–H2B dimers from nucleosomes or even the eviction of entire histone octamers 1, 2, 3, 4. Therefore, RNAP II‐coupled nucleosome assembly is required to maintain the chromatin structure over gene bodies. A variety of factors have been shown to contribute to this process but prominent amongst them is FACT, an ATP‐independent histone chaperone complex that both facilitates nucleosome disassembly ahead of RNAP II and promotes reassembly behind it 5. Defects in transcription‐coupled chromatin assembly pathways result in a global decrease in nucleosome occupancy which leads to increased spurious intragenic transcription initiation 1.

Human ATAD2 (or ANCCA) is an evolutionarily conserved bromodomain containing ATPase that functions as a transcriptional co‐regulator via the control of chromatin 6, 7, 8, 9, 10. ATAD2 is predominantly expressed in the male germline but is systematically over‐expressed in tumours and is significantly associated with lung and breast cancers with poor prognoses 8, 11, 12, 13. A paralogous protein, ATAD2B, has been shown to be expressed during neuronal differentiation 14, but its molecular functions have not been determined. ATAD2 and ATAD2B belong to the AAA (ATPases associated with diverse cellular activities) ATPase family 15 and are distinct from the well‐characterised Snf2 class of ATP‐dependent chromatin remodelling enzymes. AAA‐ATPases typically form hexameric chaperones that utilise the energy from ATP hydrolysis to mediate the folding/unfolding of client proteins 15. The presence of a bromodomain in ATAD2 suggests that its targets include histones and this is supported by protein interaction studies 6, 16. As such, bromodomain AAA‐ATPases represent a novel group of ATP‐dependent histone chaperones.

Orthologs of ATAD2 and ATAD2B have been identified in a range of eukaryotes including yeasts, worms and mammals. Like humans, *Schizosaccharomyces pombe* has two bromodomain AAA‐ATPases designated Abo1 and Abo2. In contrast, *Saccharomyces cerevisiae* has a single ortholog called Yta7, which was identified as a component of a boundary element that restricts the spread of silencing from the *HMR* locus 17. Yta7 is also required for transcriptional induction of histone genes, the *GAL* gene cluster and early meiotic genes 18, 19. Other evidence is suggestive of a global role in the control of nucleosome density. Yta7 exhibits both physical and genetic interactions with ATP‐independent histone chaperones and also core histones. The Yta7 bromodomain interacts with histone tails in an acetylation‐independent manner 16, and the N‐terminal domain also exhibits an affinity for histones *in vitro*, indicating the presence of a second chromatin binding region 16. Deletion of *YTA7* results in histone over‐accumulation and increased nucleosome density within transcribed sequences 19, 20. Based on this, it has been proposed that Yta7 facilitates nucleosome disassembly. However, it is not known whether this chromatin disassembly function is conserved for other bromodomain AAA‐ATPases and the genome‐wide contribution of these proteins is not well understood. To address these issues, we have analysed the fission yeast, *S. pombe*, which is evolutionarily divergent from *S. cerevisiae* and has proved to be an excellent model for the analysis of chromatin function. Contrary to expectation, we find that *S. pombe* cells lacking Abo1, an ortholog of human ATAD2 and *S. cerevisiae* Yta7, experience a global reduction in nucleosome levels in addition to changes in nucleosome organisation. These defects in chromatin structure result in widespread transcriptional de‐repression, loss of heterochromatic silencing and increased chromosome mis‐segregation.

## Results

### Global role for Abo1 in the control of transcription

The *S. pombe* genome has two poorly characterised genes, *abo1* ^*+*^ and *abo2* ^*+*^, that encode homologs of human ATAD2/ATAD2B and *S. cerevisiae* Yta7 (Fig 1A). Analysis of a genome‐wide haploid deletion collection has shown that neither *abo1* ^*+*^ nor *abo2* ^*+*^ are essential 21, and therefore, strains carrying null alleles in these genes were subjected to further characterisation. Loss of Abo1 resulted in an increase (~20%) in doubling time and also an elongated cell morphology that is characteristic of a cell cycle delay (Fig EV1A and B). The elongated morphology was retained in the absence of the ATR kinase, Rad3 (Fig EV1C), suggesting that the cell cycle delay is independent of the DNA replication and damage checkpoints. Cells lacking *abo2* ^*+*^ did not display any obvious phenotypes; however, genetic crosses indicated that an *abo1*Δ *abo2*Δ double mutant strain is not viable (Fig EV1D).

**Figure 1:**
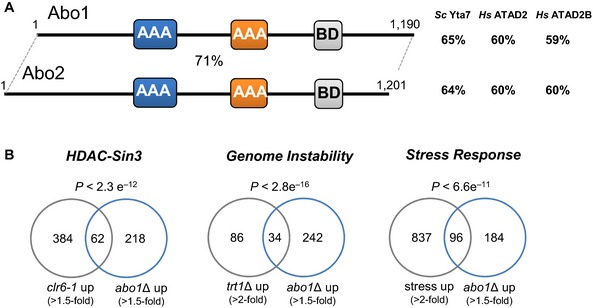
Impact of Abo1 on transcriptome signatures Domain architecture of *Schizosaccharomyces pombe* bromodomain AAA‐ATPases. The D1 and D2 ATPase domains (AAA) are shaded blue and orange, respectively, and the bromodomain (BD) is grey. The percentage similarity to each other and the indicated proteins were determined by FASTA sequence comparison 73 using the scoring matrix BLOSUM50.Venn diagrams showing overlap between genes up‐regulated (≥ 1.5 fold) in *abo1*Δ mutants with genes up‐regulated under the indicated condition, along with the significance of the overlaps (based on hypergeometric distribution).

**Figure EV1:**
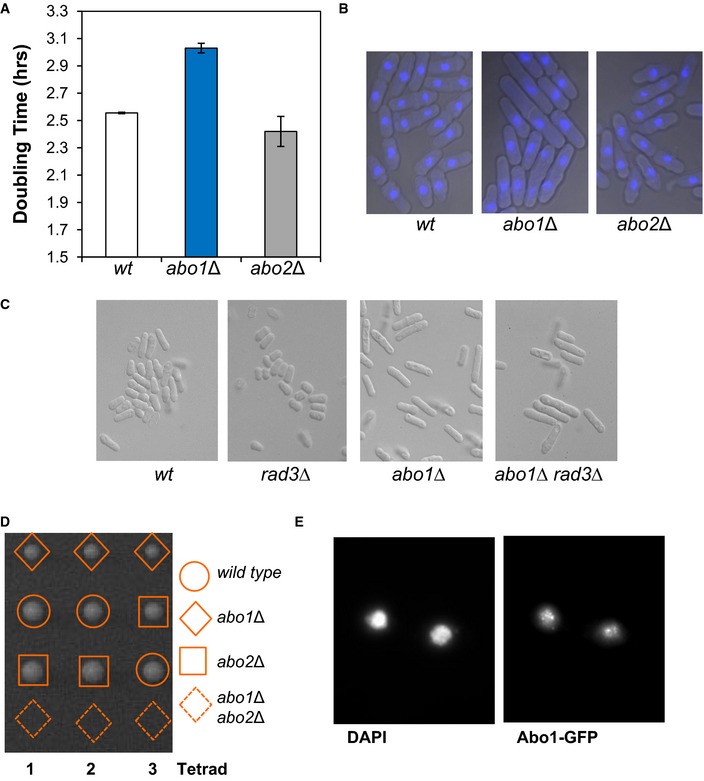
Phenotypes associated with deletion of *abo1* ^+^ Doubling time was estimated by measuring the OD_595_ of the indicated strains grown in YE5S medium at 30°C. Data are the mean of two independent biological repeats, and error bars denote the range of the data.
*abo1*Δ cells have an elongated morphology. Microscopic analysis of DAPI‐stained cells. Data are representative of three biological repeats.The elongated morphology of *abo1*Δ cells is independent of the ATR checkpoint kinase, Rad3. Microscopic analysis of the indicated strain. Images are representative of duplicate experiments.An *abo1*Δ *abo2*Δ double mutant strain is not viable. Tetrad dissection of a genetic cross between *abo1*Δ and *abo2*Δ. Colonies arising from the spores of three asci are shown. Data are representative of three biological repeats.Subcellular localisation of Abo1. Cells expressing Abo1‐GFP were stained with DAPI and visualised using fluorescence microscopy. Data are representative of two biological repeats.

We next determined the global transcriptional contributions of Abo1 and Abo2 using microarray analyses. Only a small number of transcripts were reproducibly misregulated in the absence of *abo2* ^*+*^. This is consistent with the phenotypic analysis and data indicating that *abo2* ^*+*^ is expressed at very low levels 22. In contrast, 280 transcripts were reproducibly up‐regulated upon *abo1* ^+^ deletion. These transcripts included mRNAs and also a variety of non‐coding RNAs such as antisense transcripts and snoRNAs. Only 8 transcripts were found to be reproducibly down‐regulated in the *abo1*Δ background, suggesting that Abo1 predominantly functions to suppress transcription, at least in rapidly dividing cells. Consistent with this view, RNAs that were up‐regulated in the *abo1*Δ mutant significantly overlapped (*P* < 2.3 × 10^−12^) with targets of HDAC‐Sin3 co‐repressor complexes 23, 24 (Fig 1B). Further examination of gene expression patterns also revealed a significant overlap (*P* < 2.8 × 10^−16^) between genes that are up‐regulated in the *abo1*Δ mutant and those that are induced in response to genetic instability resulting from telomere crisis 25. It has been established that eukaryotic cells respond to diverse threats to genome integrity by inducing the expression of stress–response genes 26 and accordingly, the *abo1*Δ profile was enriched for core environmental stress–response (CESR) genes 27 (*P* < 6.6 × 10^−11^) (Fig 1B). Overall, the transcriptional signature of the *abo1*Δ mutant is indicative of a stress response resulting from impaired genome integrity.

### Abo1 maintains nucleosome organisation and occupancy at RNAP II transcribed sequences

Analysis of the subcellular localisation of Abo1 revealed that it was broadly distributed throughout the nucleus (Fig EV1E), consistent with a global role in the regulation of chromatin. Therefore, the impact of Abo1 on genome‐wide nucleosome organisation was assessed using a chromatin sequencing methodology in which both the position and size of micrococcal nuclease (MNase)‐resistant chromatin species are determined 28. 

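Chromatin was prepared from the wild-type strain 972 and the *abo1*Δ strain HM463, grown at 30°C and fixed with 1% formaldehyde for 20 min. MNase, which cuts linker DNA more readily than DNA wrapped around a histone octamer, was applied for 10 min at 37°C. Between 75 and 187.5 units of the enzyme were used in biorep1 (low MNase) and 187.5 units in biorep2 (high MNase). DNA of 3 digests was pooled for each library, which was amplified with 8 PCR cycles and sequenced as paired reads of 100 nt. The experiment therefore has 4 samples, 2 bioreps of each strain, and each MNase level was used in 1 biorep only. The authors removed 64 nt from the 3′ end of each read and aligned the remaining 36 nt with Bowtie, without mismatches in the seed and with 1 location reported for each pair, so that pairs from repeated sequences are included. Pairs with an end-to-end size of 150 bp ± 20% were kept, and their mid-points were counted in 10-bp bins. The deposited values are whole numbers left by a 3-bin moving average. They are not scaled to depth and are called signal here.

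Over the 1257184 bins of the 3 chromosomes, the signal of the 150-bp class summed to 15438602 in wild-type biorep1 (12.28 per bin) and 13425651 in *abo1*Δ biorep1 (10.68 per bin). Biorep2 was shallower, with 5047544 in wild-type (4.015 per bin) and 7177837 in *abo1*Δ (5.710 per bin). Wild-type biorep1 thus held 3.06 times the signal of wild-type biorep2. Within a biorep the deeper strain was wild-type in biorep1 (1.15 times *abo1*Δ) and *abo1*Δ in biorep2 (1.42 times wild-type). Bins without signal made up 3.34% of the genome in wild-type and 2.61% in *abo1*Δ in biorep1, against 21.8% and 12.1% in biorep2, so single positions are measured with less precision under high MNase. Across bins, which are not independent of each other, the correlation of wild-type with *abo1*Δ was r = 0.921 in biorep1 and 0.917 in biorep2. Between bioreps it was 0.755 in wild-type and 0.614 in *abo1*Δ. By this measure the samples resembled the other strain of their own biorep more than the same strain at the other MNase level. These Pearson correlations include bins as high as 8751 in wild-type biorep1, so a small share of bins may weigh heavily. The ends of chromosome 3 beyond its outermost protein-coding genes held between 3.76% and 5.35% of the signal. The correlations were not recomputed without them. As a check of the strain labels, the mean signal over the *abo1* coding sequence (chromosome 1, 3024418 to 3027990) was 1.207 and 1.597 times the genome mean in wild-type and 0.0013 and 0.0044 times in *abo1*Δ.

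Gene positions and coordinates are those of the ASM294v3 reference annotation. Profiles were made from the deposited values by summing a window of ± 1200 bp over a set of positions and dividing by the mean of the window, as in the paper's methods. The paper's kernel smoothing, which was applied to unsmoothed bins, was left out of the main setting. Genes were aligned at the annotated 5′ end of the mRNA for the 4512 of 5113 protein-coding genes with an annotated 5′ UTR (median 99 bp), since the TSS list the paper used is not in the files analysed here. Strains were compared as the ratio of *abo1*Δ to wild-type within each biorep, and the 2 ratios were averaged. With 2 samples against 2, the exact permutation test cannot give a p below 0.3333. Intervals over genes are 95% bootstrap intervals from 1000 resamples of the genes, which describe how well the average over genes is known and not how cultures vary.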

Two bioreps were processed, within which MNase digestion levels for chromatin in *abo1*Δ cells were closely matched to isogenic wild‐type cells (Fig EV2). However, between bioreps, we employed two different levels of MNase digestion (Biorep1 low MNase digestion; Biorep2 high MNase digestion) to control for chromatin regions with enhanced MNase sensitivity 29. Data sets were stratified according to paired‐read end‐to‐end distance into ranges where read pairs of 150 bp (± 20%) derive primarily from mono‐nucleosomes 28. Frequency distributions of the read mid‐points were then mapped to the *S. pombe* genome, and peaks in these distributions were taken to imply the presence of positioned nucleosomes in the cell population (Fig EV2). Bulk positioned nucleosome distributions from wild‐type cells in this study closely matched those determined in a previous study 30, confirming the validity of our technological approach (Fig EV2C). However, the distributions of positioned nucleosomes in *abo1*Δ mutant cells were perturbed relative to wild‐type in both biorep comparisons, suggesting a significant defect in genomic chromatin organisation (Fig EV2C and D).

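Positions were marked in each sample by the paper's peak summit rule after scaling the signal to the depth of wild-type biorep1. In biorep1, 57734 positions were marked in wild-type and 45463 in *abo1*Δ, a ratio of 0.788. In biorep2, 71223 were marked in wild-type and 73847 in *abo1*Δ, a ratio of 1.037. The mean ratio was 0.912 ± 0.176 (SD, n = 2), so the number of marked positions did not differ between the strains by more than the bioreps differed. Stricter thresholds separated the strains in both bioreps. At a threshold of 50 the ratio was 0.378 in biorep1 and 0.727 in biorep2, and its mean of 0.553 was the furthest that any setting moved it. From the altered distributions in both comparisons (Fig EV2C and D), the paper proposes that genomic chromatin organisation is significantly defective without Abo1.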

**Figure EV2:**
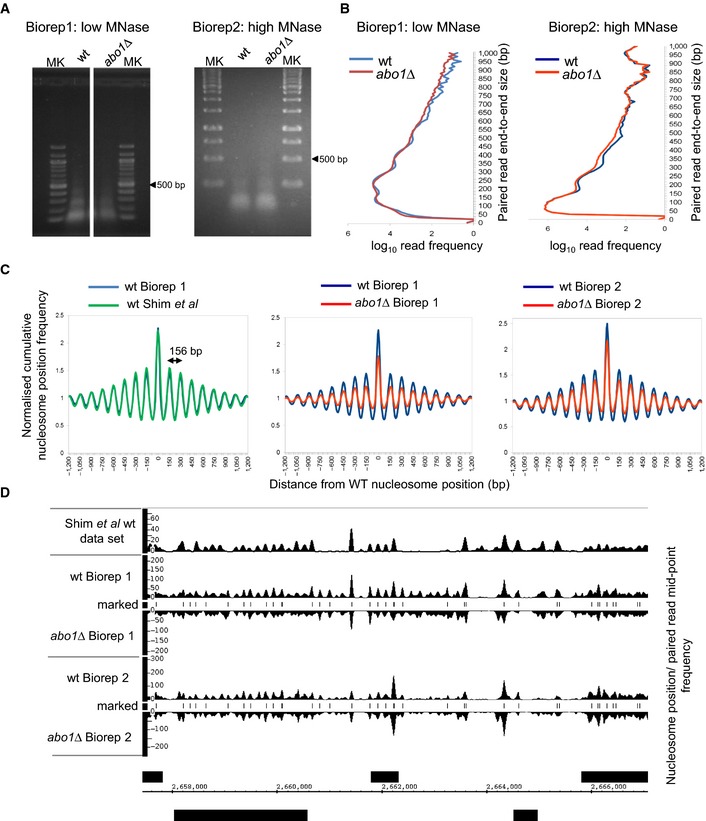
Paired‐end mode chromatin‐seq of *abo1*Δ Ethidium‐stained agarose gel separations of the two DNA pools (Biorep1 and Biorep2) extracted from MNase‐digested *S. pombe* chromatin and used for chromatin sequencing in this study.Frequency distributions of paired‐read end‐to‐end size values after chromatin‐seq of DNAs shown in (A). Note that increased MNase digestion used for Biorep2 samples shifts end‐to‐end size values downwards as expected.Nucleosome positions in wild‐type (Biorep1) cells were defined as the locations of 150 ± 30 bp (nucleosome) size class particle frequency peak summits (frequency value > 25). This simple heuristic procedure identifies 60,658 putative positioned nucleosomes in the *S. pombe* genome. The nucleosome size class particle frequency distributions centred on and surrounding (± 1,200 bp) these positions were then smoothed using an Epanechnikov kernel density estimate (to match that of a previously published data set (Gene Expression Omnibus GSE40451 30), summed and normalised to the average frequency value occurring in the ± 1,200 bp window, for each of the data sets. These cumulative distributions reveal the average nucleosome organisation surrounding positioned nucleosomes in the genome of each cell type. Three pair‐wise comparisons are shown. The nucleosome distribution from wild‐type Biorep1 overlaps with that in a previously published wild‐type data set (Gene Expression Omnibus GSE40451 30), confirming that our nucleosome mapping method yields similar results to those obtained using other technology. The *abo1*∆ mutant nucleosome distributions observed in Bioreps 1 and 2 both show a lower peak height and higher trough depth than the corresponding wild‐type. The wavelength of the peak pattern is shown and is equal to the known *S. pombe* nucleosome repeat length.Genome browser plot of wild‐type nucleosome occupancy data set (Gene Expression Omnibus GSE40451 30) plotted in relation to the 150 ± 30 bp paired‐read mid‐point frequency data obtained in this study (smoothed using an Epanechnikov kernel density estimate). Peak positions match between the two wild‐type data sets, confirming that the 150 ± 30 bp class of paired sequence reads accurately represents nucleosomal species from chromatin. Nucleosome positions in the wild‐type Biorep1 data set defined by our heuristic peak marking procedure are shown as “marked nucleosomes”.

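A bin was marked as a summit when its signal was at least that of the bin before it, above that of the bin after it and at least 25, as in the script supplied with the paper. Applied to the deposited 3-bin moving average of wild-type biorep1 (no replicates at this MNase level), the rule marked 57734 positions on the 3 chromosomes, or 4.59 per kb. Their median height was 34, and the median distance between neighbouring marks was 160 bp. Of these distances, 16.7% were shorter than 100 bp, too close for neighbouring nucleosomes in the same cell, so a share of the marks are alternative positions of the same particle or noise around 1 summit. The count depends on the threshold. Requiring a signal above 25 left 53665 positions, and a threshold of 50, which moved the count most, left 9633.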

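The window of ± 1200 bp around 57656 of the 57734 positions marked in wild-type biorep1 was summed for each of the 4 samples and divided by its mean, so that 1 is the average of the window. The height at the central position was 2.870 in wild-type and 2.131 in *abo1*Δ in biorep1, and 3.063 and 2.643 in biorep2. Counted from the window average, the central peak of *abo1*Δ was 0.605 times that of wild-type in biorep1 and 0.796 times in biorep2 (mean 0.701 ± 0.135, SD, n = 2). Because the positions were chosen as summits in wild-type biorep1, the central peak favours that sample, and the flanking nucleosomes are the less selected measure. Over the 5 flanking nucleosomes on each side, the mean peak height was 1.315 in wild-type and 1.154 in *abo1*Δ in biorep1, and 1.402 and 1.257 in biorep2. The troughs between them were at 0.719 and 0.861 in biorep1, and at 0.672 and 0.801 in biorep2. The peak-to-trough amplitude of *abo1*Δ was therefore 0.490 and 0.625 times that of wild-type (mean 0.558 ± 0.0955, SD, n = 2). Both *abo1*Δ samples lay below both wild-type samples in the central peak and in the flanking amplitude (exact permutation test, p = 0.3333, the smallest that 2 samples against 2 allow). When the positions were taken from *abo1*Δ biorep1 instead, the mean central ratio rose to 0.922, the largest move of any setting, while the flanking amplitude ratio was 0.627.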

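The distance from the central position to the first flanking peak in wild-type biorep1 was 158.9 bp downstream and 160.4 bp upstream, and in *abo1*Δ biorep1 161.5 and 163.3 bp. Under high MNase the distances were 155.8 and 157.4 bp in wild-type, and 156.9 and 158.3 bp in *abo1*Δ. Between the flanking peaks themselves, the mean repeat length was 145.1 ± 0.24 bp in wild-type and 144.6 ± 0.48 bp in *abo1*Δ (SD, n = 2 bioreps each). The strains differed by −0.70 bp in biorep1 and −0.355 bp in biorep2 (mean −0.529 ± 0.247 bp, SD, n = 2), which is well under the bin width of 10 bp. The largest difference under any setting was −1.96 bp, obtained with the positions marked in *abo1*Δ biorep2. In both strains the repeat length measured here was shorter than the distance to the first flanking peak. It was also shorter than the DNA the paper gives for a nucleosome. It therefore describes the averaged profile around marked positions and is not taken as the distance between particles. Why it was so short was not tested.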

Given the change in transcript profile observed in the *abo1*Δ mutant, we focused on the nucleosome architecture surrounding RNA pol II transcription start sites (TSS). Chromatin at the 5ʹ end of eukaryotic genes is typically organised with a nucleosome‐depleted region (NDR) located immediately upstream of the TSS, which is flanked by an ordered nucleosomal array extending into the coding sequence 31, 32. 

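The lowest value of the TSS profile between −250 and 0 bp lay 30 bp upstream of the annotated mRNA 5′ end in all 4 samples. It was 0.203 in wild-type and 0.266 in *abo1*Δ in biorep1, and 0.121 and 0.189 in biorep2, where 1 is the average of the window. The NDR was thus present in both strains. Its floor was higher in *abo1*Δ by a ratio of 1.314 in biorep1 (95% bootstrap interval over genes 1.276 to 1.354) and 1.556 in biorep2 (1.477 to 1.640). As *abo1*Δ biorep2 was below wild-type biorep1, the strains were not separated across bioreps (exact permutation test, p = 0.6667; the smallest possible is 0.3333). More than 500 bp upstream of the TSS, the mean of the profile was 0.998 in wild-type and 1.009 in *abo1*Δ in biorep1, and 0.968 and 0.974 in biorep2. Peaks +1 to +7 were spaced by 148.1 bp in wild-type and 146.9 bp in *abo1*Δ in biorep1, and by 147.2 and 146.0 bp in biorep2. The difference was −1.19 bp in each biorep (95% bootstrap intervals over genes −2.23 to −0.589 and −2.19 to −0.456), which is small beside the bin width of 10 bp. Alignment at the start codon moved the NDR ratio most, to a mean of 1.085. The paper describes the NDR, the upstream structure and the spacing of the array as kept, on average, without Abo1.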

Comparison of average nucleosome positions surrounding TSSs from wild‐type and *abo1*Δ revealed that the NDR and upstream gene regulatory chromatin structure were retained in cells lacking Abo1, as was the average spacing of the reading frame nucleosomal array (Fig 2A). 

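In the profile of 4512 genes aligned at the TSS, the mean height of the +1 to +7 peaks was 1.809 in wild-type and 1.474 in *abo1*Δ in biorep1, and 2.093 and 1.795 in biorep2. Over the bioreps this is 1.951 ± 0.2005 in wild-type and 1.6345 ± 0.2265 in *abo1*Δ (SD, n = 2), a spread between MNase levels about as large as the difference between strains. Within biorep1 the ratio of *abo1*Δ to wild-type was 0.815 (95% bootstrap interval over genes 0.810 to 0.819) and within biorep2 it was 0.857 (0.853 to 0.862), with a mean of 0.836 ± 0.030 (SD, n = 2). Peak-to-trough amplitude fell further. It was 1.216 in wild-type and 0.645 in *abo1*Δ in biorep1, and 1.484 and 1.009 in biorep2. The amplitude ratios were 0.530 (0.523 to 0.537) and 0.680 (0.670 to 0.689), with a mean of 0.605 ± 0.106 (SD, n = 2). Both measures had an exact permutation p of 0.3333 over the 4 samples, the smallest p the design allows. Of the settings tried, alignment at the start codon changed the peak height ratio most, to 0.941, while the amplitude ratio moved most when a biorep was left out, to 0.680 without biorep1 and 0.530 without biorep2. Restricting the profile to the 1068 genes whose upstream neighbour is at least 1000 bp away gave 0.562. The paper reads the lower peaks at both MNase levels as a reduced amplitude of coding region nucleosomes in *abo1*Δ.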

However, the peak amplitude under both MNase digestion conditions was significantly reduced in the mutant background in coding region nucleosomes. 

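The troughs between the +1 to +7 nucleosomes were shallower in *abo1*Δ at both MNase levels. Their mean height was 0.593 in wild-type and 0.830 in *abo1*Δ in biorep1, and 0.609 and 0.785 in biorep2. The ratio of *abo1*Δ to wild-type was 1.399 (95% bootstrap interval over genes 1.383 to 1.416) and 1.290 (1.272 to 1.311), with a mean of 1.345 ± 0.077 (SD, n = 2). Averaged over bioreps, the troughs were at 0.601 ± 0.011 in wild-type and 0.808 ± 0.031 in *abo1*Δ (SD, n = 2), a difference much larger than the spread between bioreps, with an exact permutation p of 0.3333, the smallest possible with 2 samples against 2. The ratio was greatest after the +1 nucleosome, at 1.519 in biorep1 and 1.340 in biorep2, and least in the sixth trough, at 1.290 and 1.211. This holds for the ratio only, as the wild-type trough was lowest after the +1 nucleosome. The height there rose from 0.4283 to 0.6505 in biorep1 and from 0.3303 to 0.4425 in biorep2, the smallest absolute rise of any trough in each biorep. With genes aligned at the start codon the mean trough ratio was 1.016, further from the main value than under any other setting.

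**Figure D1:**
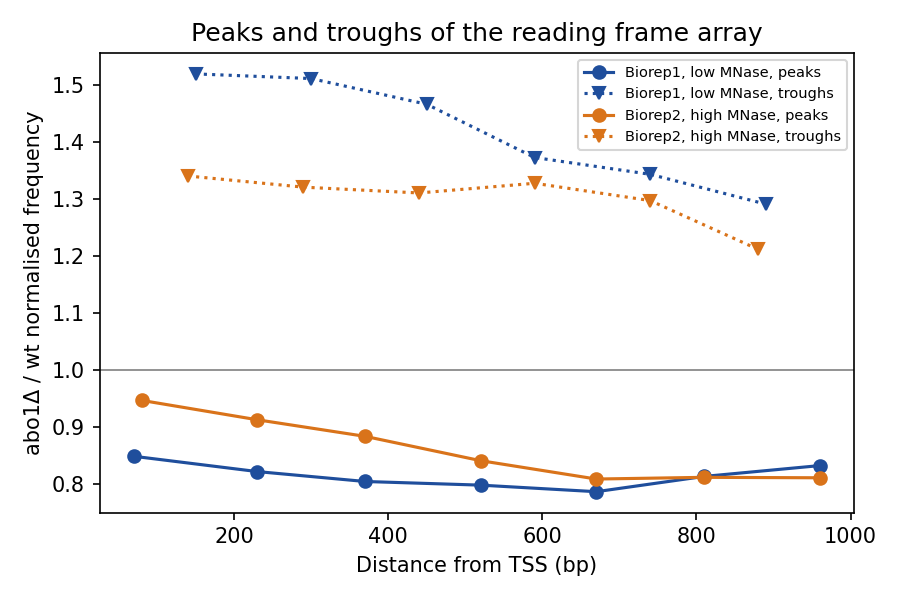
Ratio of *abo1*Δ to wild-type normalised frequency (y axis, no unit) at each peak (circles, solid lines) and trough (triangles, dotted lines) of the array against distance from the TSS in bp (x axis), for biorep1 (low MNase) and biorep2 (high MNase). Each point is 1 position in the profile of 4512 genes, and the grey line marks equal values. All peak ratios lie between 0.786 and 0.946 and all trough ratios between 1.211 and 1.519.

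From the lower peaks together with the shallower troughs, the paper infers a re-distribution of nucleosomes in *abo1*Δ cells.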

Furthermore, there is also a reduction in the depth of the troughs between peaks, suggesting that a re‐distribution of nucleosomes is occurring in the *abo1*Δ mutant cells. 

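Between −200 and +100 bp from the TSS, the mean of the wild-type profile was 0.779 under low MNase and 0.528 under high MNase, a ratio of 0.678. In *abo1*Δ it was 0.741 and 0.560, a ratio of 0.756. The mean of these ratios was 0.717 ± 0.055 (SD, n = 2 strains), so the drop was larger than the difference between strains. At the +1 peak, the high MNase value was 0.831 times the low MNase value in wild-type and 0.927 times in *abo1*Δ. Each MNase level was used in 1 biorep, so the level cannot be separated from other differences between the bioreps, among them the depth. The limits of the region mattered most: from −150 to 0 bp the mean ratio was 0.591, and from 0 to +150 bp 0.815.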

We note that under high MNase digestion conditions, the frequency of nucleosome‐sized particles detected in both wild‐type and *abo1*Δ mutant samples dropped in the region directly surrounding the TSS relative to the values observed under low MNase conditions. This result is consistent with the observation that eukaryotic chromatin in this region is labile to nuclease digestion 29.

**Figure 2:**
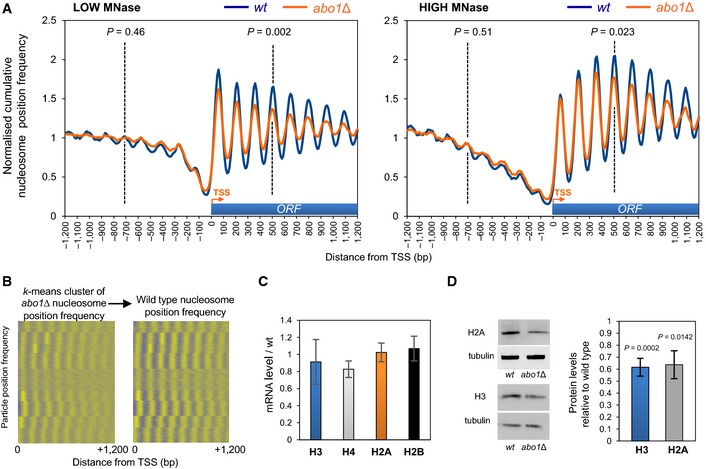
Deletion of *abo1* ^+^ results in the perturbation of nucleosomal organisation at coding sequences Normalised cumulative nucleosome (150 ± 30 bp size class) position frequency profiles for 4,013 *Schizosaccharomyces pombe* genes aligned at the transcription start site (TSS) plotted from low MNase (biorep1) and high MNase (biorep2) data sets. *P‐*values (calculated using a two‐tailed unpaired *t*‐test) for the difference in means between random *n* = 100 subsets of the frequency values at the points indicated by the dotted lines (“−4” nucleosome and “+4” nucleosome) are shown.Nucleosome position frequency values for the coding regions of 4,013 *Schizosaccharomyces pombe* genes were *k*‐means clustered (*k* = 9) using the *abo1*∆ data from biorep1 (low MNase) and displayed with positive values coloured yellow and other values coloured blue (left‐hand panel). The cluster order was then used to display the equivalent wild‐type frequency values in the right‐hand panel.Level of histone gene mRNAs was determined by qRT–PCR. Data are the mean of four independent biological repeats, and error bars are ± SEM. Two‐tailed unpaired *t*‐tests showed no significant differences (*P* > 0.05) between wild‐type and *abo1*Δ cells.Whole‐cell extracts were subjected to Western blotting with histone H3 (Abcam), histone H2A (Abcam) and tubulin antibodies. Examples of the primary data are shown (left) along with a quantification of histone H2A and H3 levels normalised to tubulin (right). Data are the mean of at least three independent repeats, and error bars represent ± SEM. *P‐*values were calculated using a two‐tailed unpaired *t*‐test. Source data are available online for this figure.

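Following the paper's scheme, 29 random subsets of 100 genes were drawn. Wild-type and *abo1*Δ values at 1 position of the profile were compared in each subset by an unpaired permutation test with 100000 resamples. The paper describes its *t*-test as unpaired but names a software module for dependent *t*-tests, so a paired form was run as an alternative. At the +4 nucleosome (+520 bp), *abo1*Δ was below wild-type in 29 of 29 subsets in both bioreps. The mean over subsets was 1.826 in wild-type and 1.473 in *abo1*Δ in biorep1, and 2.242 and 1.884 in biorep2. The median permutation p was 0.0248 in biorep1, where 22 of 29 subsets were under 0.05, and 0.2121 in biorep2, where 0 of 29 were. At the −4 nucleosome (−700 bp), the median permutation p was 0.6422 in biorep1 and 0.8491 in biorep2. The form of the test moved the +4 result most: pairing each gene with itself in a sign-flip permutation gave a median p of 2e-05 in biorep1 and 5.4e-04 in biorep2. Genes are not replicates of a strain, so these p-values concern the average over genes in 1 culture of each strain per biorep.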

To examine whether or not a specific set of genes was affected by loss of Abo1, we used *k*‐means clustering to define nine arbitrary nucleosome position peak profiles for *S. pombe* protein‐coding regions in the *abo1*Δ (low MNase digestion) data set (Fig 2B). 

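The coding region values of *abo1*Δ biorep1 from 0 to +1200 bp of 4512 genes were clustered by *k*-means with *k* = 9 and Euclidean distance, keeping the best of 10 seeded starts. The clusters held between 348 and 814 genes. In wild-type and *abo1*Δ alike, each cluster's own array was measured, and the amplitude of *abo1*Δ was below that of wild-type in 9 of 9 clusters in both bioreps. The ratio of *abo1*Δ to wild-type amplitude lay between 0.454 and 0.815 in biorep1, the data the clusters were made from, and between 0.577 and 0.938 in biorep2, which had no part in the clustering (no replicates within a biorep). With *k* = 6, the setting with the largest effect, 5 of 6 clusters were lower in both bioreps. The remaining cluster had little array in either strain and a ratio of 1.044 in biorep2. The paper reports no single cluster that stood out as dependent on Abo1 or as independent of it.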

When this clustering was used to order the nucleosome position peak profiles from the wild‐type data set, no one cluster was found to exhibit a distinct dependence or independence on Abo1. 

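Clustering on the high MNase values of *abo1*Δ biorep2 gave 9 clusters of between 231 and 1190 genes, and *abo1*Δ had the lower amplitude in both bioreps in 9 of 9. The amplitude ratio was between 0.491 and 0.609 in biorep1 and between 0.578 and 0.837 in biorep2. Clustering on wild-type biorep1 instead also left 9 of 9 clusters lower in *abo1*Δ, with ratios between 0.479 and 0.564 in biorep1 and between 0.583 and 0.728 in biorep2 (no replicates within a biorep). None of the clusterings with *k* = 9 therefore gave a cluster without a drop.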

A similar result was observed when this analysis was applied to the high MNase digestion data set (Appendix Fig S1). 

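An array contrast was computed for each gene as the mean signal at the +1 to +7 peak positions minus that at the trough positions, divided by the gene's mean from 0 to +1200 bp. For the 4436 genes with a mean signal of at least 2 per bin in every sample, the median contrast was 1.169 in wild-type and 0.596 in *abo1*Δ in biorep1, and 1.230 and 0.812 in biorep2. The contrast was lower in *abo1*Δ in both bioreps for 3350 genes (75.5%), higher in both for 381 (8.59%) and changed in opposite directions for 705. In single bioreps it was lower for 86.7% and 80.3% of genes. On simulated data, unchanged genes were lower in both bioreps in 25.6% of cases. There the strains differed only by independent sampling noise, so a share of about this size follows from the set-up. A difference between cultures or in digestion that moves many genes together was not simulated. Alignment at the start codon changed the share most, to 48.1%.

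When single genes were tested with limma on the 4 samples without a block for the biorep, 0 genes had a Benjamini-Hochberg adjusted p under 0.05, and the smallest adjusted p from limma was 0.1329. With the biorep number as a block, which pairs each *abo1*Δ sample with the wild-type sample of the same MNase level, 2355 genes passed, 2232 of them lower and 123 higher in *abo1*Δ. The pairing is taken from the paper, and the deviations of samples with the same number from their strain's mean were correlated across genes (r = 0.668). With 2 bioreps the value for different numbers is the negative of this by construction.

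Among genes changed in the same direction in both bioreps, the largest mean falls were in *cid13* (−1.956), *vas2* (−1.893), *atg16* (−1.860), *ani2* (−1.853) and *SPBC19G7.18c* (−1.844). The largest rises were in *lys7* (1.718), *yih1* (1.586), *dad5* (1.478), *asf1* (1.398) and *liz1* (1.323). These rises are genes whose contrast was negative in wild-type in both bioreps, that is, whose nucleosomes lay out of phase with the average array, and they moved towards 0 in *abo1*Δ or past it. The contrast of *act1* was 0.760 in wild-type and 0.632 in *abo1*Δ in biorep1, and 0.630 and 0.501 in biorep2. *grt1* and *tlh1* have no annotated 5′ UTR and were not tested.

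**Figure D2:**
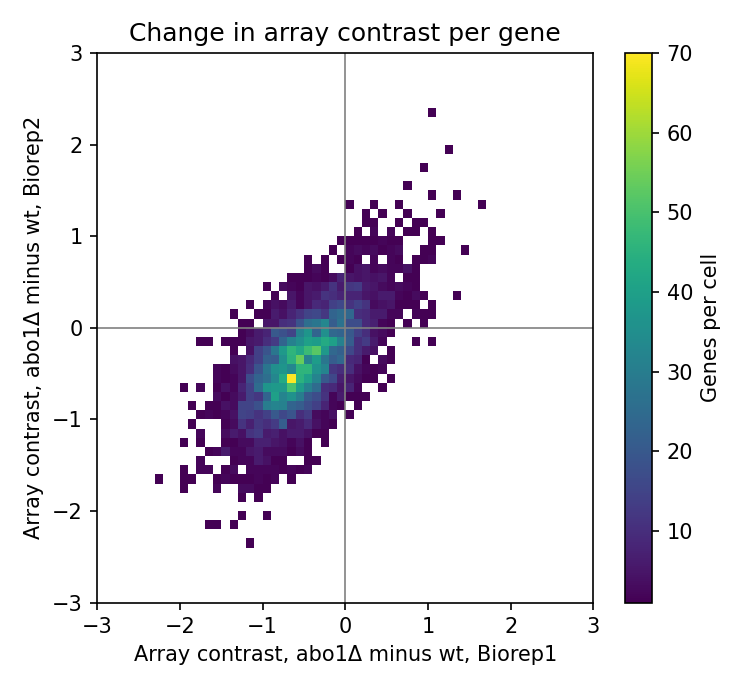
Change in array contrast (*abo1*Δ minus wild-type, no unit) of each of 4436 genes in biorep1 (x axis) against biorep2 (y axis), as a 2-dimensional histogram in which colour gives the number of genes per cell. Grey lines mark no change, and values beyond 3 in size are drawn at the edge. Most genes, 3350 of 4436, lie to the lower left, where both changes are negative.

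From clusters that resolved better in wild-type than in *abo1*Δ at both MNase levels, the paper proposes that most reading frames are affected to some extent.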

In both cases, all of the clustered peak profiles identified in the *abo1*Δ mutant resolved more clearly with the wild‐type data set, suggesting that most *S. pombe* protein‐coding gene reading frames exhibit changes to nucleosome organisation to some extent in the absence of Abo1.

To determine whether loss of Abo1 affects nucleosome occupancy as well as organisation, we compared histone levels in wild‐type and *abo1*Δ. Although steady‐state histone mRNA levels were not affected by loss of Abo1 when measured using both the microarray data described above and qRT–PCR (Fig 2C), Western analyses revealed significant drops in both histone H3 and H2A protein levels in *abo1*Δ cells (Fig 2D). This indicates that total histone dosage and thus nucleosome occupancy at a global level are lowered in the absence of Abo1. Consistent with this, we found that *abo1*Δ cells are sensitive to DNA‐damaging agents, and deletion of the H3–H4 gene pair *hht2* ^*+*^–*hhf2* ^*+*^ exacerbates this phenotype (Fig EV3A).

**Figure EV3:**
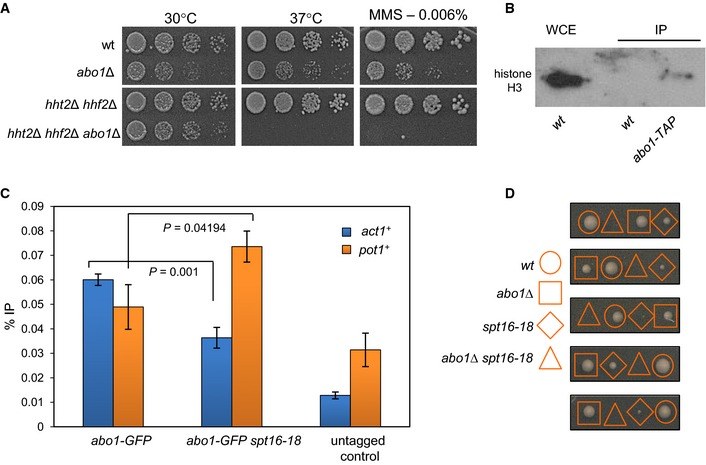
Abo1 physically and genetically interacts with histones and FACT Deletion of the histone H3–H4 gene pair *hht2* ^*+*^ *–hhf2* ^*+*^ exacerbates phenotypes associated with deletion of *abo1* ^*+*^. The indicated strains were grown to mid log phase, subjected to five‐fold serial dilution and spotted onto YES5 plates supplemented as indicated. Plates were incubated for 2 days (37°C) or 3–5 days (30°C). Images are representative of three biological repeats. All strains were present on the same agar plates.Whole‐cell extracts prepared from the indicated strains were partially purified using IgG sepharose and analysed by Western blotting. Data are representative of two biological repeats.ChIP–qPCR analysis was used to detect Abo1‐GFP enrichment at the indicated loci in mid log‐phase cells grown at 30°C. Data are the mean of three independent repeats, and error bars denote ± SEM. *P‐*values were calculated using a two‐tailed unpaired *t*‐test. GFP‐tagged strains exhibit significant enrichment (*P* < 0.05) at both loci relative to the untagged control.Tetrad dissection of a genetic cross between *abo1*Δ and *spt16‐18*. The genotypes of colonies arising from the spores of five asci are shown. Analysis of a total of 28 tetrads from two independent genetic crosses failed to identify a viable double mutant strain.

### Abo1 associates with the FACT histone chaperone and suppresses cryptic transcription

As Abo1 is required to maintain nucleosome architecture in gene sequences, we hypothesised that it may interact with a histone chaperone that mediates RNAP II transcription‐coupled nucleosome assembly. Indeed, preliminary analysis of Abo1 affinity purifications revealed the presence of subunits of the FACT complex. Therefore, this interaction was probed using co‐immunoprecipitation experiments. Abo1 was found to co‐purify with both Pob3 and Spt16 subunits, confirming an association with FACT (Fig 3A and B). As expected, Abo1 also co‐purified with histone H3 (Fig EV3B).

**Figure 3:**
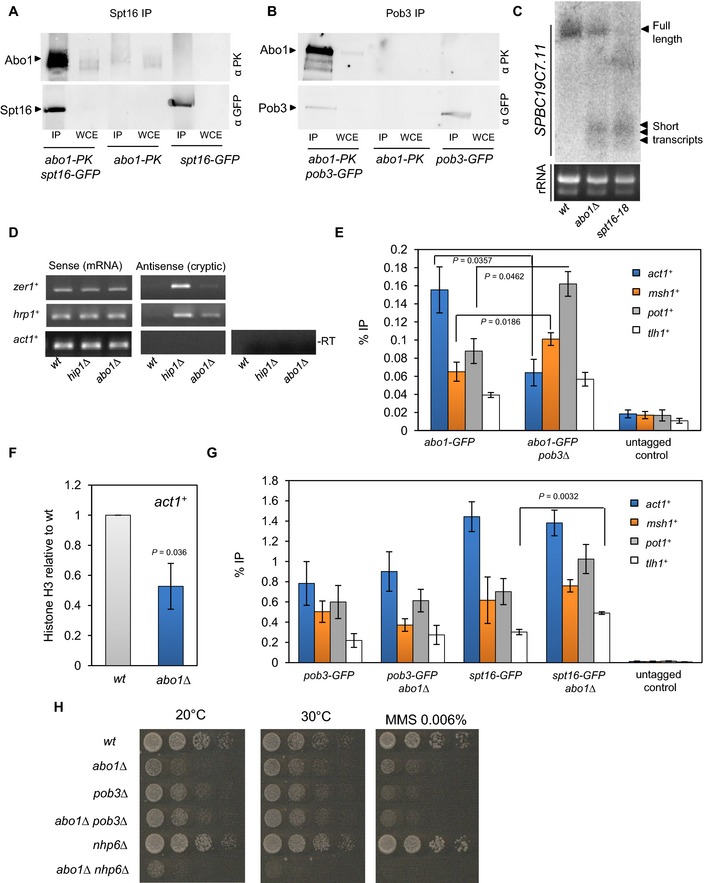
Abo1 associates with FACT and suppresses cryptic transcription A, BWhole‐cell extracts (WCE) were prepared from the indicated strains, immunoprecipitated (IP) with anti‐GFP antibody and subjected to Western blotting with anti‐V5‐Pk (Serotec) and anti‐GFP (Life Technologies) antibodies. Data are representative of three independent biological repeats.CRNA purified from wild‐type, *abo1*∆ and *spt16‐18* cells was analysed by Northern blotting using a probe to the 3′ end of *SPBC19C7.11* (top panel). RNA (5 μg) used for Northern blotting was analysed on an ethidium bromide‐stained 1% TAE agarose gel (bottom panel). Data are representative of two independent biological repeats.DRNA purified from wild‐type and *abo1*∆ cells was analysed by strand‐specific RT–PCR. RNA from *hip1*∆ cells was analysed as a control. One primer, complementary to either the forward or reverse transcripts, was included during the reverse transcription step, and the second primer was then added during PCR amplification. Control reactions omitting the reverse transcription step (−RT) were included to demonstrate the absence of contaminating genomic DNA. Data are representative of two independent biological repeats.EThe indicated strains were subjected to ChIP analysis with anti‐GFP antibodies, and the resulting DNA was analysed by qPCR for the indicated locus. Data are the mean of three independent biological repeats, and error bars represent ± SEM. *P‐*values were calculated using a two‐tailed unpaired *t*‐test. Significant (*P* < 0.05) differences are indicated.FHistone H3 levels at *act1* ^+^ were determined by ChIP–qPCR. Data are the mean of three independent biological repeats, and error bars represent ± SEM. *P‐*value was calculated using a two‐tailed unpaired *t*‐test.GThe indicated strains were subjected to ChIP analysis as described for (E).HLog‐phase cells were subjected to five‐fold serial dilution and spotted onto rich (YE5S) agar or agar supplemented with MMS (0.006%). Plates were incubated for 3–5 days at 30°C or 7 days at 20°C. Images are representative of three independent biological repeats. Source data are available online for this figure.

An increased level of cryptic intragenic transcripts is a hallmark of impaired transcription‐coupled chromatin assembly 1. To determine whether *abo1*Δ mutants experience increased levels of spurious transcription, we examined the *SPBC19C7.11* locus using Northern blotting. As previously reported 33, mutations in *spt16* ^*+*^ resulted in high levels of short abnormal transcripts from this gene and furthermore, similar small transcripts were observed in the *abo1*Δ background (Fig 3C). To further investigate this result, we examined some other genes (*hrp1* ^+^ and *zer1* ^+^) where disruption to RNAP II‐coupled chromatin reassembly is known to result in increased levels of cryptic antisense transcription 24, 34. Strand‐specific RT–PCR confirmed that increased levels of cryptic transcripts were detectable in the absence of *abo1* ^*+*^ (Fig 3D). As such, we conclude that like FACT, Abo1 is required to limit cryptic intragenic transcription.

ChIP analysis revealed that Abo1 was readily detected at ORFs (Fig 3E) ranging from the highly expressed *act1* ^*+*^ gene to the silenced *tlh1* ^+^ gene 22. This is consistent with Abo1 playing a direct role in maintaining nucleosome architecture in transcribed regions, and indeed, histone H3 levels at *act1* ^*+*^ were significantly reduced in the *abo1*∆ background (Fig 3F). As Abo1 co‐immunoprecipitates with both Spt16 and Pob3, we next determined whether FACT influences the recruitment of Abo1 to chromatin or vice versa. Levels of Pob3 and Spt16 at ORFs were not affected by *abo1* ^*+*^ deletion with the exception of *tlh1* ^*+*^ which exhibited significantly increased levels of Spt16 in the *abo1*Δ background (Fig 3G). As discussed further below, we find that Abo1 is required to silence *tlh1* ^*+*^ expression and therefore, the increase in Spt16 levels at this locus may simply reflect increased RNAP II (and thus FACT) recruitment. To determine the influence of FACT upon Abo1 recruitment, we first utilised a *pob3*Δ mutant. Deletion of *pob3* ^*+*^ did not affect Abo1 levels at *tlh1* ^*+*^, but a significant reduction was observed at *act1* ^*+*^. In contrast, at both *msh1* ^*+*^ and *pot1* ^*+*^, Abo1 levels were significantly increased (Fig 3E). Since *spt16* ^*+*^ is an essential gene, it was not possible to determine the impact of its deletion upon Abo1 levels. However, ChIP experiments with the *spt16‐18* allele showed a similar pattern to the *pob3*Δ mutant (Fig EV3C). Thus, it appears that the recruitment of Abo1 to transcription units does not depend upon FACT, but the chromatin distribution of Abo1 is perturbed by mutations in this histone chaperone.

We next examined genetic interactions between *abo1* ^*+*^ and genes encoding subunits of the FACT complex. Analysis of the progeny resulting from genetic crosses between *spt16‐18* and *abo1*∆ strains indicated that the double mutant is not viable indicating that Abo1 is essential when Spt16 function is impaired (Fig EV3D). In contrast, deletion of *abo1* ^*+*^ did not exacerbate the growth or DNA damage sensitivity phenotypes associated with *pob3*∆ (Fig 3H), suggesting that Abo1 functions on the same pathway as Pob3. We also examined the interaction of *abo1*∆ with *nhp6*∆ (*SPAC57A10.09c*) because in *S. cerevisiae,* Nhp6 proteins are loosely associated with Spt16‐Pob3 and promote FACT function *in vivo* 35. Interestingly, we found a strong negative genetic interaction between *abo1*∆ and *nhp6*∆ alleles (Fig 3H).

### Nucleosomes in intergenic regions are disrupted in *abo1*Δ

Although average nucleosome positions surrounding TSSs from wild‐type and *abo1*Δ mutant data sets revealed a relatively normal NDR and upstream gene regulatory chromatin structure (Fig 2A), we were also able to detect Abo1‐dependent changes in chromatin structures within intergenic regions. For instance, inspection of the nucleosome peak profiles of *grt1* ^*+*^, which was identified by microarray analysis as an Abo1‐repressed gene, revealed that the −1 nucleosome peak is lost in *abo1*Δ cells (Fig EV4A). 

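The coding sequence of *grt1* lies on chromosome 2 from 49143 to 51181 on the minus strand, and the annotation gives it no 5′ UTR, so distances are from the start codon at 51181. Peaks within 1000 bp upstream were called in each sample after scaling to the depth of wild-type biorep1, and a peak was counted as lost when *abo1*Δ had no peak within 40 bp in either biorep. The minimum prominence of 2, the minimum distance of 80 bp and the match distance were set after the data had been looked at. With the deposited values no peak of *grt1* met this rule. With the kernel smoothing that the paper used for display, 1 peak was lost, in the bin starting at 51371 in biorep1 and 51361 in biorep2, 190 bp upstream of the start codon. Its smoothed height was 15.1 in wild-type and 2.56 in *abo1*Δ in biorep1, and 11.2 and 1.29 in biorep2 (no replicates within a biorep). Unsmoothed, the 9 bins around it summed to 102 in wild-type and 21.8 in *abo1*Δ in biorep1, and to 52.0 and 12.9 in biorep2. Before scaling these were sums of 102, 19, 17 and 6, so the biorep2 values rest on few mid-points. The paper gives the loss of this peak as an instance of altered promoter chromatin at a gene that Abo1 represses.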

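*tea1* lies on chromosome 3 with its coding sequence from 1849018 to 1852461 on the plus strand and a 5′ UTR of 247 bp. *SPBC12C2.04* lies on chromosome 2 from 2469061 to 2470215 on the minus strand, with a 5′ UTR of 224 bp. With kernel smoothing, *tea1* gained a peak in *abo1*Δ in the bin starting at 1848391 in biorep1 and 1848401 in biorep2, 627 bp upstream of the start codon and upstream of the annotated TSS. Its smoothed height was 5.11 in wild-type and 18.0 in *abo1*Δ in biorep1, and 4.63 and 18.1 in biorep2 (no replicates within a biorep). *SPBC12C2.04* gained a peak 526 bp upstream of its start codon, in the bin starting at 2470741 in biorep1 and 2470711 in biorep2. The height there was 3.11 in wild-type and 15.0 in *abo1*Δ in biorep1, and 4.54 and 18.0 in biorep2. Summed over 9 unsmoothed bins and scaled to depth, the signal at the *tea1* position was 42 in wild-type and 129.9 in *abo1*Δ in biorep1, and 39.8 and 122.6 in biorep2. At the *SPBC12C2.04* position it was 36 and 102.3, then 27.5 and 92.5. The smallest of these rests on an unscaled sum of 9, in wild-type biorep2. The choice of smoothing decided the number of calls over these promoters and that of *grt1*: the deposited values gave 1 call, a gain at *SPBC12C2.04* in the bin starting at 2470911 in biorep1 and 2470881 in biorep2, and kernel smoothing gave 3. The paper presents the additional peaks as mis-positioned nucleosomes that appear without Abo1.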

We also found examples of promoters (e.g. *tea1* ^*+*^ and *SPBC12C2.04*) where loss of Abo1 resulted in additional mis‐positioned nucleosome peaks (Fig EV4B and C). Thus, Abo1 can also affect the chromatin associated with specific intergenic regions.

**Figure EV4:**
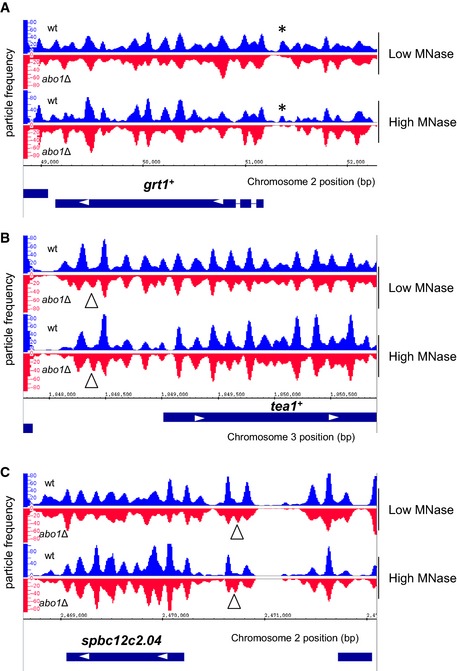
Abo1 is required for the organisation of chromatin in promoters A–CNucleosome (150 ± 30 bp size class) read profile over the indicated chromosomal loci. Data from low MNase (biorep1) are shown in the top panel and data from high MNase (biorep2) in the bottom panel. Missing or additional peaks in the *abo1*∆ background are marked with asterisks and triangles, respectively.

### Abo1 is required for heterochromatin

As FACT is required for heterochromatin in *S. pombe* 36, we determined whether the function of Abo1 also extended to heterochromatic regions such as the pericentromeric *otr* (*dh‐dg*) and outer *imr* repeats. *ura4* ^*+*^ reporter genes located in these repeats are transcriptionally silenced, thereby rendering cells resistant to 5‐FOA. While deletion of *abo2* ^*+*^ did not alter the resistance of either the *otr::ura4* ^*+*^ or *imr::ura4* ^*+*^ reporter strains to 5‐FOA, deletion of *abo1* ^*+*^ resulted in 5‐FOA sensitivity. Therefore, pericentromeric silencing is impaired by loss of Abo1 (Fig 4A and B).

**Figure 4:**
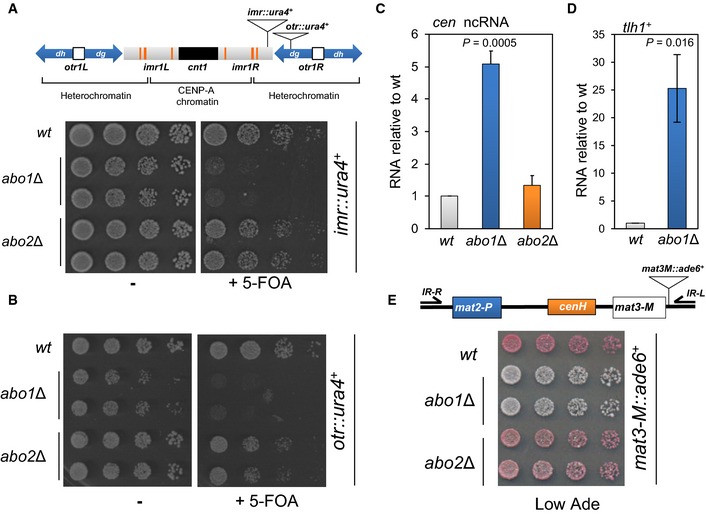
Abo1 is required for heterochromatic silencing The position of *ura4* ^+^ reporter alleles in centromere 1 is shown in the top panel. Strains containing the *imr::ura4* ^+^ allele were grown to log phase in YE5S medium, subjected to five‐fold serial dilutions and spotted onto YE5S agar or YE5S agar supplemented with 5‐FOA (1 mg/ml). Data are representative of three independent biological repeats.Strains carrying *otr::ura4* ^+^ were analysed as described for (A).RNA was purified from the indicated strains and the level of centromeric transcripts determined by qRT–PCR. Data are the mean of three independent repeats, and error bars indicate ± SEM. *P‐*value was calculated using a two‐tailed unpaired *t*‐test.RNA was purified from the indicated strains and subjected to qRT–PCR for the subtelomeric gene, *tlh1* ^+^. Data are the mean of three biological repeats, and error bars indicate ± SEM. *P‐*value was calculated using a two‐tailed unpaired *t*‐test.The position of insertion of *ade6* ^+^ reporter allele in the silent *mat* locus is shown in the top panel. Log‐phase cells containing the *mat3‐M::ade6* ^+^ allele were subjected to five‐fold serial dilution and spotted onto YE5S agar plates lacking adenine (Low Ade). The plates were incubated for 4 days at 30°C. Data are representative of at least three independent biological repeats. Note, microarray analysis indicates that deletion of *abo1* ^+^ does not influence the expression of *ade6* ^+^ (or *ura4* ^+^) when these genes are present at their normal genomic loci.

Silencing at pericentromeric regions is dependent upon the RNAi machinery. The *dg‐dh* repeats are bi‐directionally transcribed at low levels by RNAP II, giving rise to long ncRNAs which are processed by Dicer to form siRNAs which promote heterochromatin assembly 37, 38. As the establishment of heterochromatin limits the transcription of repeat sequences, mutations that disrupt its integrity result in the accumulation of long ncRNAs. Consistent with the results of the reporter gene silencing assays, deletion of *abo1* ^*+*^ resulted in a significant (~five‐fold) increase in these ncRNAs relative to wild‐type cells (Fig 4C).

To determine whether Abo1 is also required for heterochromatin at other loci, we examined the *tlh1* ^*+*^ gene which is one of a family of telomere‐linked helicase genes that contain *dg‐dh* repeats similar to those in pericentromeric regions 39. Deletion of *abo1* ^*+*^ resulted in a large (> 20 fold) increase in *tlh1* ^*+*^ expression, indicating that Abo1 is required for subtelomeric heterochromatin silencing (Fig 4D). We also examined the cryptic mating (*mat*) locus as heterochromatin assembly at this site is only partially dependent upon the RNAi pathway due to the existence of a parallel pathway that utilises the Atf1/Pcr1 bZIP transcription factor 40, 41. Wild‐type cells that contain a silenced *mat3‐M::ade6* ^*+*^ reporter form red colonies on adenine‐limiting media (Fig 4E). Silencing was maintained in the *abo2*Δ background, but *abo1*Δ cells formed light pink/white colonies, indicating that silencing had been impaired. Thus, Abo1 is also required for *mat* locus silencing, suggesting that it contributes to heterochromatin structures independently of the RNAi pathway.

To address the mechanism by which Abo1 contributes to heterochromatin, we analysed the transcript levels of 65 genes whose products are involved in its assembly and maintenance (Appendix Fig S2). No marked changes in the expression of these genes were observed in *abo1*Δ cells, suggesting that Abo1 regulates heterochromatin directly. Furthermore, ChIP analysis revealed that Abo1 is enriched at *dh*,* dg* and *imr* repeats (Fig 5A), consistent with a direct contribution to pericentromeric heterochromatin. However, deletion of *abo1* ^*+*^ did not result in a reduction in pericentromeric H3K9me2 (Fig EV5A) or perturbations to the level or localisation of the HP1 homolog Swi6 (Figs 5B and EV5B and C). Furthermore, analysis of H3K9me2 levels associated with central core sequences of centromere 1 (*cnt1*) revealed no difference between wild‐type cells and the *abo1*Δ mutant, suggesting that Abo1 is also not required to prevent the spread of heterochromatin into the CENP‐A containing chromatin in the central core (*cnt*) (Fig EV5D).

**Figure 5:**
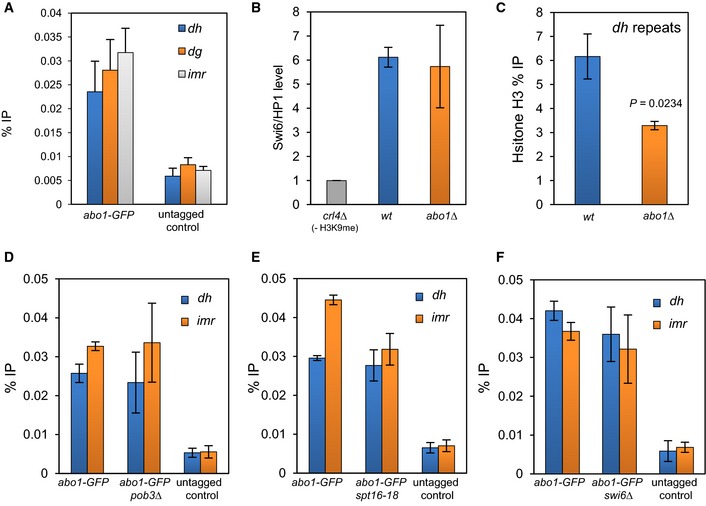
Deletion of *abo1* ^+^ perturbs centromeric heterochromatin ChIP analysis was performed on wild‐type (untagged) and *abo1‐GFP* cells and the resulting DNA analysed by qPCR for centromeric (*dh, dg* and *imr*) repeat sequences. Data are the mean of four independent biological repeats, and error bars represent ± SEM. *P‐*values calculated using a two‐tailed unpaired *t*‐test indicate that all loci are significantly enriched (*P* < 0.05) relative to the untagged control.The indicated strains expressing GFP‐Swi6 were subjected to ChIP analysis. The level of centromeric (*dg*) repeat sequences relative to the euchromatic control locus, *adh1* ^+^, was determined by qPCR and scaled to a *clr4*Δ (‐H3 K9me control) mutant. Data are the mean of two independent ChIP experiments, and error bars represent the range of the data.Histone H3 levels at centromeric (*dh*) repeat sequences were determined by ChIP–qPCR. Data are the mean of three independent ChIP experiments, and error bars are ± SEM. *P‐*values were calculated using a two‐tailed unpaired *t*‐test.ChIP analysis of Abo1‐GFP at centromeric (*dh* and *imr*) repeat sequences regions in wild‐type and *pob3*Δ cells. Data are the mean of three independent experiments, and error bars represent ± SEM. *P‐*values, calculated using a two‐tailed unpaired *t*‐test, indicated no significant difference (*P* > 0.05) for wild‐type and *pob3*Δ cells.ChIP analysis of Abo1‐GFP at centromeric (*dh* and *imr*) repeat sequences in wild‐type and *pob3*Δ cells. Data are the mean of duplicate experiments, and error bars represent the range of the data.ChIP analysis of Abo1‐GFP over the *dh* and *imr* regions in wild‐type and *swi6*Δ cells. Data are the mean of three independent experiments, and error bars represent ± SEM. *P‐*values, calculated using a two‐tailed unpaired *t*‐test, indicated no significant differences (*P* > 0.05) for wild‐type and *swi6*Δ cells.

**Figure EV5:**
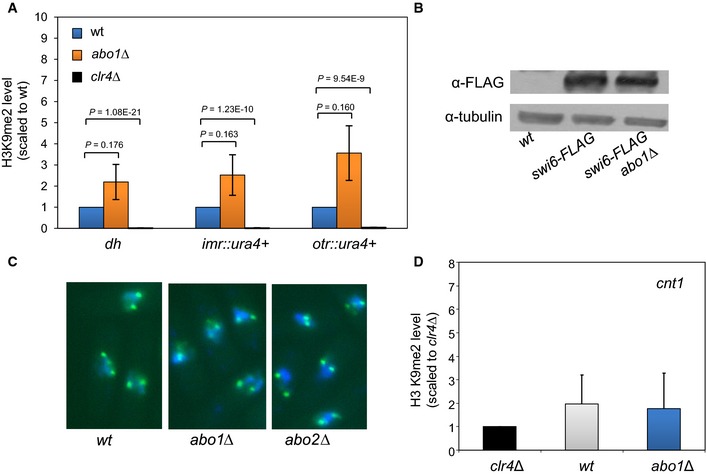
Loss of Abo1 does not reduce H3K9me2 or Swi6/HP1 H3K9me2 levels at *dh* repeats and a centromeric *ura4* ^+^ marker gene were determined by ChIP–qPCR. H3K9me2 enrichment relative to *adh1* ^+^ was determined and levels scaled to wild‐type. Data are the mean of three independent biological replicates, and error bars represent ± SEM. *P‐*values were calculated using a two‐tailed unpaired *t*‐test.Whole‐cell extracts prepared from the indicated strains were analysed by Western blotting with the indicated antibodies. Data are representative of two independent biological repeats.Cell expressing GFP‐Swi6 were stained with DAPI and visualised using fluorescence microscopy. Data are representative of two independent biological repeats.Loss of Abo1 does not result in the inappropriate spread of H3K9me2 into the centromeric central core. ChIP analysis of H3K9me2 levels at central core (*cnt*) sequences of chromosome 1. H3K9me2 enrichment relative to *adh1* ^+^ was determined and levels scaled to the *clr4*Δ (‐H3 K9me2) mutant. Data are the mean of three independent ChIP experiments, and error bars are ± SEM.

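The annotation names no pericentromeric repeats, so the longest interval without protein-coding genes on each chromosome was used. Central core sequence, which the paper treats apart from the heterochromatic repeats, was not separated out. Values for the pericentromeres therefore cover more than the repeats the paper describes. These intervals are 3751730 to 3790923 on chromosome 1, 1596745 to 1648231 on chromosome 2 and 1064444 to 1142615 on chromosome 3, and 92.1%, 75.9% and 88.9% of their 36-base sequences occur more than once in the genome, against 4.27% genome-wide. Because 1 location was reported for each pair, signal in the repeats is a share of what the copies gave together. In biorep1 the mean signal was 1.189 times the genome mean in wild-type and 1.166 times in *abo1*Δ, above the means of 1.021 and 1.017 over the 1200 bp downstream of the TSSs. In biorep2 it was 0.876 and 0.879, below the ORF 5′ means of 1.099 and 1.101. The mean of the 4 samples was 1.028 ± 0.173 (SD, n = 4), and the bioreps differed by more than the strains did within a biorep. The exact permutation test between strains gave p = 1. As its p cannot go below 0.3333 with 2 samples against 2, it could not have shown a difference. Taking the median over bins, the setting that moved the mean of the 4 samples most, gave 0.714. In biorep1 the medians were 0.8957 in wild-type and 0.9364 in *abo1*Δ, above the ORF 5′ medians of 0.7329 and 0.8428. In biorep2 they were 0.4981 and 0.5254, against ORF 5′ medians of 0.4981 and 0.7006. By the median the pericentromeres were therefore lower only in *abo1*Δ biorep2. For local maxima at least 100 bp apart, the median height in the pericentromeres was 0.933 times that at ORF 5′ regions in wild-type biorep1 and 0.583 times in wild-type biorep2, against 1 and 0.667 times in *abo1*Δ. From low values over the repeats the paper reasons that nucleosome positions are less organised there.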

Nucleosome position frequency values observed in the MNase‐seq data within the pericentromeric repeat regions were relatively low compared to those found associated with arrays of positioned nucleosomes associated with ORF 5′ regions suggesting a more disorganised nucleosome positioning environment. No consistent changes in nucleosome position were evident between the two MNase‐seq experiments. 

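Over the 16889 bins of the pericentromeric intervals, the change from wild-type to *abo1*Δ (each scaled to depth) in biorep1 correlated with that in biorep2 at r = 0.120. This value was larger than any produced by shifting the bins of biorep2 around the series (circular-shift permutation, p = 5.9e-05, the smallest that so many bins can give; 2.4e-04 after Benjamini-Hochberg adjustment over the 4 correlations of this kind). Spearman's rho was 0.0867 (circular-shift permutation, p = 1.2e-04, adjusted 2.4e-04) and was the setting furthest from the main value. Bins are not independent replicates. Over the ORF 5′ regions the same correlation was 0.373, and 1000 random sets of 139 genes, which match the pericentromeres in length, gave values between 0.324 and 0.414 for the central 95%. Shared change was thus weaker in the pericentromeres than over genes, with r closer to 0. The mean signal of *abo1*Δ over that of wild-type was 0.9805 in biorep1 and 1.0036 in biorep2 (no replicates within a biorep). As each sample was scaled to its own depth, a fall over the whole genome would not show in these ratios. The paper found no changes in position there that recurred between its MNase-seq experiments.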

However, ChIP analysis did reveal a significant reduction in histone H3 levels at centromeric (*dh*) repeats (Fig 5C), indicating that Abo1 is required for normal levels of nucleosome occupancy in pericentromeric heterochromatin.

We next determined whether the recruitment of Abo1 to heterochromatin repeats was dependent upon FACT. Mutations in *spt16* ^+^ and *pob3* ^*+*^ did not influence the level of Abo1 at centromeric repeats, suggesting that its recruitment to heterochromatin is FACT independent (Fig 5D and E). Moreover although Abo1 has previously been show to co‐purify with Swi6/HP1 42, deletion of *swi6* ^*+*^ did not alter the level of Abo1 enrichment at centromeric repeats (Fig 5F). Taken together, our data indicate that Abo1 is recruited to heterochromatin in a FACT‐ and Swi6‐independent manner where it is required to maintain proper nucleosome occupancy.

### Abo1 represses LTR retrotransposons

The microarray analyses suggested that Abo1 also represses the expression of *Tf2* LTR retrotransposons. Although these retroelements are silenced, they are not enriched with H3K9me 43 and are instead subjected to a distinct form of silencing 34, 44, 45, 46, 47, 48. Quantitative RT–PCR and reporter gene analyses confirmed that the suppression of *Tf2* mRNA levels is also dependent upon Abo1 (Fig 6A and B). The 13 *Tf2* elements are the only full‐length retrotransposons in the genome of the *S. pombe* reference strain, although a related element, *Tf1,* has been present during its evolution and intact *Tf1* elements can be isolated from other wild‐type *S. pombe* strains 49. To address the regulation of *Tf1* elements, we constructed a strain with an integrated *Tf1‐lacZ* reporter and determined that this “extinct” retrotransposon is also silenced in an Abo1‐dependent manner (Fig 6C).

**Figure 6:**
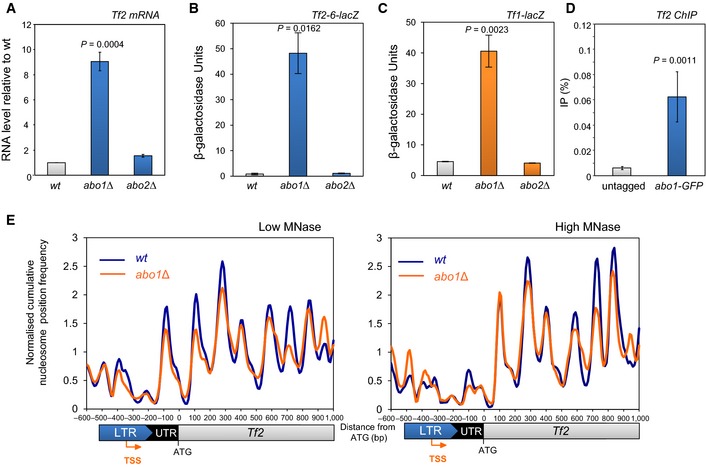
Abo1 represses LTR retrotransposons ARNA was extracted from mid log‐phase cells, and *Tf2* mRNA levels were determined by qRT–PCR, normalised to *act1* ^+^ mRNA and scaled relative to the wild‐type level. Data are the mean of three independent biological repeats, and error bars represent ± SEM.B, CMid log‐phase cells with the indicated integrated *lacZ* reporter were subjected to quantitative β‐galactosidase assays. Data are the mean of three independent biological repeats, and error bars represent ± SEM.DChIP DNA samples from wild‐type (untagged) and *abo1‐GFP* cells were analysed by qPCR for *Tf2* LTR. Data are the mean of four independent biological repeats, and error bars represent ± SEM.ENormalised cumulative nucleosome (150 ± 30 bp) position frequency profiles for *Tf2* LTR retrotransposons aligned at the ATG plotted from low MNase (biorep1) and high MNase (biorep2) data sets.Data information: *P‐*values were calculated using a two‐tailed unpaired *t*‐test.

ChIP analysis confirmed that Abo1 is associated with *Tf2* LTR retrotransposons (Fig 6D) and so we determined the impact of Abo1 on the MNase‐seq profiles associated with these elements (Fig 6E). The peak downstream of the TSS was found to be highly sensitive to MNase digestion, suggesting that this nucleosome is labile. 

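The profile was summed over the 13 annotated full-length *Tf2* elements from −600 to +1000 bp of the ATG and divided by the mean of the window. Of the 36-base sequences in these windows 91.0% occur more than once in the genome, so the elements are measured together and single copies cannot be told apart. The sum of the signal over the elements was 19254 in wild-type and 14564 in *abo1*Δ in biorep1, and 4300 and 5984 in biorep2. The peak at −90 bp, taken here as the one the paper places downstream of the TSS, had a height of 2.45 under low MNase and 0.524 under high MNase in wild-type, a ratio of 0.214. In *abo1*Δ it was 1.98 and 0.457, a ratio of 0.231 (no replicates at either MNase level). The other peaks had ratios of high to low MNase between 0.475 and 2.19, so none dropped as far. From this sensitivity to digestion, the paper proposes that the nucleosome is labile.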

In the *abo1*∆ background, changes in the amplitude of specific peaks were observed in both data sets consistent with a perturbation to local nucleosome architecture at *Tf2* LTR retrotransposons.

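At the peak 730 bp downstream of the ATG, the ratio of *abo1*Δ to wild-type height was 0.436 in biorep1 (0.414 to 0.456 with each element left out in turn) and 0.576 in biorep2 (0.546 to 0.593). The peak at 950 bp moved the other way, with ratios of 1.745 (1.631 to 1.802) and 1.908 (1.650 to 2.147). At 280 bp the ratios were 0.871 and 0.719. The biorep2 value overstates the fall of this peak, since the *abo1*Δ bin at 280 bp (3.390) was lower than those at 270 bp (3.928) and 300 bp (4.224). The highest bin of the peak in biorep2 was 4.830 in wild-type and 4.224 in *abo1*Δ. Several other peaks changed in 1 biorep only, such as that at 100 bp, with 0.731 in biorep1 and 0.991 in biorep2. Across the 161 bins of the window, which are not independent, the change in biorep1 correlated with that in biorep2 at r = 0.725 (circular-shift permutation, p = 0.0062, the smallest that 161 shifts allow and unchanged by Benjamini-Hochberg adjustment over 4 correlations). Spearman's rho was 0.628 (circular-shift permutation, p = 0.0062, adjusted 0.0062). Leaving out each element in turn kept r between 0.684 and 0.737, and kernel smoothing, which moved it most, gave 0.798.

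**Figure D3:**
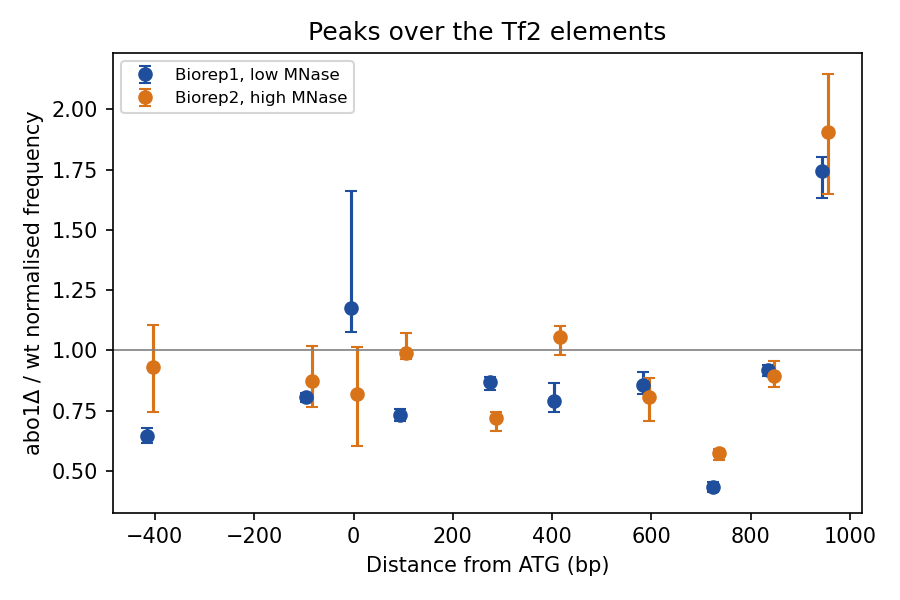
Ratio of *abo1*Δ to wild-type normalised frequency (y axis, no unit) at each peak of the profile over 13 *Tf2* elements against distance from the ATG in bp (x axis), for biorep1 (low MNase) and biorep2 (high MNase). Bars span the values with each element left out in turn, and the grey line marks equal heights. The peak at 730 bp is below 1 and that at 950 bp above 1 in both bioreps. At 280 bp the biorep2 point rests on an *abo1*Δ bin lower than its neighbours and overstates the fall.

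The paper describes changes in specific peaks as compatible with a perturbed local nucleosome architecture at the retrotransposons.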

### Abo1 is required for accurate chromosome segregation

Our findings predicted that deletion of *abo1* ^*+*^ will lead to dysfunctional centromeres. Therefore, we analysed the sensitivity of *abo1*Δ cells to thiabendazole (TBZ), a drug which depolymerises microtubules and impairs mitotic spindle function. In common with other mutants that have defective centromeres, *abo1*Δ cells were sensitive to TBZ (Fig 7A). To further investigate the requirement of Abo1 in chromosome segregation, we analysed the mitotic stability of a 0.5‐Mbp linear mini‐chromosome, Ch16 50. Deletion of *abo1* ^*+*^ resulted in a ~25‐fold increase in the loss rate of Ch16*,* confirming that it is required for accurate mitotic chromosome segregation (Fig 7B).

**Figure 7:**
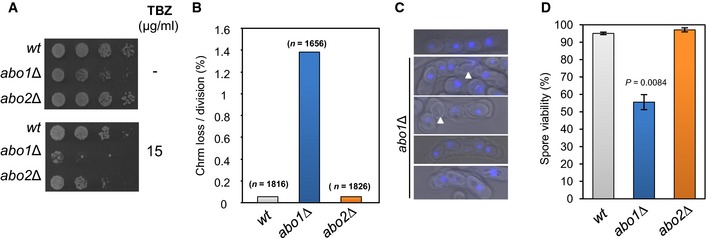
Abo1 is necessary for accurate chromosome segregation Log‐phase cells were subjected to five‐fold serial dilution and spotted onto rich (YE5S) agar or agar supplemented with TBZ (15 μg/ml) and incubated for 3–5 days at 30°C. Data are representative of three independent biological repeats.The frequency of *Ch16* minichromosome loss was assayed by plating cells onto adenine‐limiting agar and determining the frequency of half‐sectored (red‐white) colonies. At least two independently derived strain isolates were used for each genotype, and the total number of colonies counted for each genotype is indicated in parentheses.Heterothallic (*h* ^*90*^) strains were cultured on nitrogen‐limiting (EMMG) medium for 3 days at 25°C to induce mating and meiosis. The resulting asci were stained with DAPI and visualised by fluorescence microscopy. Spores lacking a DAPI signal are indicated by arrowheads. Data are representative of three biological repeats.Spore viability was measured by dissecting spores onto YE5S agar followed by incubation for 4–5 days at 30°C. Data are the mean of three independent biological repeats, and error bars represent ± SEM. *P‐*value was calculated using a two‐tailed unpaired *t*‐test.

To analyse the role of Abo1 in meiosis, the *abo1*Δ allele was introduced into a homothallic (*h* ^*90*^) background. Then mating and meiosis were induced by starving cells for nitrogen. The *h* ^*90*^ *abo1*Δ cells also showed no obvious defect in their ability to conjugate, but they frequently produced asci with an aberrant number of spores, a proportion of which failed to display a DAPI signal (Fig 7C). To quantify this defect, spore viability was determined and was found to be significantly reduced (~50%) in *abo1*Δ (Fig 7D). Therefore, the changes in chromatin structure that result from loss of Abo1 function lead to major defects in both the mitotic and meiotic cell cycles.

## Discussion

Here, we report the global chromatin functions of a bromodomain AAA‐ATPase. Cells lacking *abo1* ^*+*^ have perturbed nucleosome organisation in transcribed regions and a corresponding increase in cryptic transcription which are features of mutants that are defective in transcription‐coupled chromatin assembly. Consistent with this, Abo1 interacts with histone H3 and the essential histone chaperone FACT, and furthermore, the level of Abo1 at some genes is altered by mutations in FACT subunits. However, the impact of Abo1 upon nucleosome structure was not restricted to transcribed gene sequences, and so like FACT, it may also promote the proper re‐establishment of chromatin in other contexts such as replication.

Our finding that Abo1 promotes nucleosome occupancy was unexpected given previous analysis of *S. cerevisiae,* which indicates that Yta7 facilitates nucleosome removal 19, 20. Nucleosome density within genes downstream of the +1 nucleosome increases in the absence of Yta7, and furthermore, the phenotypes associated with its loss can be suppressed by reducing histone H3–H4 dosage. In contrast, there is an overall reduction in histone content in cells lacking Abo1 and we also find that reducing histone H3–H4 gene dosage exacerbates the temperature and DNA damage‐sensitive phenotypes of *abo1*Δ cells. At first glance, it is difficult to reconcile the disparate phenotypes that result from loss of bromodomain AAA‐ATPases in budding and fission yeast. However, it is becoming increasingly evident that ATP‐independent histone chaperones that mediate nucleosome assembly are also capable of promoting the reverse reaction of disassembly 51. Likewise, bromodomain AAA‐ATPases may participate in both assembly and disassembly reactions in a context‐dependent manner. It is also possible that Abo2 mediates nucleosome removal; however, Abo2 is expressed only at very low levels. Indeed, in a recent proteomic analysis, Abo2 was not detectable, while Abo1 is relatively abundant (~1,600 molecules per cell) 22. Furthermore, our microarray analysis indicates that loss of Abo1 does not lead to an increase in *abo2* ^*+*^ expression. Therefore, it is highly unlikely that the reduced nucleosome levels in *abo1*Δ result from the up‐regulation of Abo2.

Chromatin‐seq analysis revealed that Abo1 impacts upon nucleosome positioning in coding sequences. Indeed, the peak profiles suggest that in *abo1*Δ cells, many nucleosomes become “fuzzy” and shift from occupation of a single favoured position. 

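A fuzzy nucleosome is 1 whose position varies from cell to cell, which lowers the peak and fills the troughs beside it without removing the particle. Of the positions marked in wild-type, 60.7% had a mark of *abo1*Δ within 20 bp in biorep1 and 80.8% in biorep2 (mean 70.7% ± 14.2, SD, n = 2). Marks shifted by 500 bp matched in 14.4% and 25.9% of cases. Within a strain, 77.3% of the wild-type marks of biorep1 were matched in biorep2 and 71.6% of the *abo1*Δ marks (shifted, 19.4% and 24.0%). The share retained between strains was below both of these in biorep1 and above both in biorep2. The bioreps of a strain also differ in MNase level and depth, so their shares are not a like-for-like reference. The threshold had the largest effect, and at 50 the mean share was 46.5%. From the lower peaks and higher troughs the paper infers that many nucleosomes leave a single favoured position when Abo1 is absent.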

Regular nucleosome spacing over genes sequences is controlled by ISWI and CHD chromatin remodelling complexes 30, 52, 53. In *S. pombe* (which lacks ISWI complexes), loss of the CHD remodelers Hrp1 and Hrp3 abolishes regularly spaced nucleosomal arrays over transcribed sequences 30. Given that Abo1 is an AAA‐ATPase, it is unlikely that it has any direct nucleosome spacing/sliding activity. Furthermore, nucleosomal arrays are not completely lost in *abo1*Δ, as is the case in *hrp3*Δ *hrp1*Δ mutants, suggesting that Abo1 is not necessary for the function of these CHD remodelers. However, we cannot exclude the possibility that Abo1 may promote proper localisation of these or other chromatin modifying complexes. In this context, it is interesting that human ATAD2 controls the chromatin association of the MLL histone methyltransferase complex 6.

The phenotypes of the *abo1*Δ strain are reminiscent of *S. cerevisiae* mutants which lack the HMGB proteins, Nhp6a and Nhp6b. These mutants experience a substantial drop in nucleosome numbers and also a proportion of the remaining nucleosome positions become fuzzy 54. On this basis, it has been argued that Nhp6 proteins provide a chaperone‐like activity for nucleosome assembly 54. An alternative interpretation is that Nhp6 proteins function to increase nucleosome stability 55. Equally, the *abo1*Δ phenotypes are open to both interpretations. While these modes of action are not mutually exclusive, a prediction of the stabilisation model is that nucleosomes would become increasingly labile in the absence of Abo1 and that rates of H2A–H2B dimer exchange may increase. It is therefore noteworthy that photobleaching experiments suggest that H2A turnover is increased by knockdown of human ATAD2 12. The impact of *S. pombe* Nhp6 on global nucleosome occupancy and organisation has not yet been determined. However, that the loss of Nhp6 enhances the growth and DNA damage phenotypes associated with Abo1 inactivation suggests that they contribute to the maintenance of chromatin via distinct pathways.

*Saccharomyces cerevisiae* Yta7 was originally identified as a component of a tRNA gene‐containing barrier element that prevents the inappropriate spread of silencing from *HMR* 17. While the *S. pombe* barriers that prevent the invasion of heterochromatin into the central core of centromere 1 are also dependent upon tRNA genes 56, they apparently do not require Abo1. Instead, our finding that Abo1 is required for silencing provides the first demonstration that bromodomain AAA‐ATPases can contribute to the function of heterochromatin. Heterochromatin is characterised by the association of the HP1 proteins which form a platform for the assembly of an array of additional silencing factors (such as histone chaperones, histone deacetylases and ATP‐dependent chromatin remodelling enzymes). Although Abo1 also appears to function as one of these silencing factors and is known to interact with Swi6/HP1 42, its recruitment to heterochromatin is not dependent upon Swi6/HP1. Furthermore, the dysfunction of centromeric heterochromatin in the *abo1*Δ background does apparently result from reduced levels of Swi6/HP1. However, ChIP analysis revealed that loss of Abo1 leads to changes in nucleosome occupancy over centromeric repeats. Furthermore, recent studies indicate that relatively subtle changes to either nucleosome positioning or occupancy in centromeric heterochromatin can be sufficient to alleviate silencing and drive chromosome mis‐segregation events 30, 57.

Histone post‐translational modification and ATP‐dependent chromatin remodelling represent key mechanisms for modulating chromatin structure and function. However, controlling whether or not a particular DNA sequence is assembled into a nucleosome represents an even more profound mechanism for influencing chromatin structure. Thus, the regulation of nucleosome occupancy may be considered a primary layer of chromatin control. In this respect, it is now apparent that nucleosome number within cells is not fixed 54. For instance, both ageing yeast and mammalian cells exhibit reduced histone and nucleosome content 58, 59. Here, we demonstrate that a bromodomain AAA‐ATPase is required for global nucleosome occupancy, indicating that these factors play a key role in regulation of this primary layer of chromatin control.

## Materials and Methods

### *Schizosaccharomyces pombe* strains

Routine culture and genetic manipulation were performed as previously described 60. The strains used in this study are listed in Appendix Table S1. Strains carrying *kanMX* replacements of ORFs *SPAC31G5.19* and *SPBP22H7.05c* were purchased from Bioneer, genotyped by PCR analysis and backcrossed with the appropriate strains. A strain expressing Pk‐tagged Abo1 was constructed by cloning a PCR fragment (amplified with primers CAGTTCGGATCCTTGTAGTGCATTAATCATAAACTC and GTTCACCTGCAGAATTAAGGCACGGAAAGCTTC) into the *Pst*I and *Bam*HI sites of pRip42‐Pk 61. The resulting plasmid was digested with *Bcl*I and transformed into *S. pombe*. A strain expressing Abo1 tagged with GFP was constructed using the approach described in 62. Phenotypic analysis demonstrated that epitope‐tagged versions of Abo1 are functional (Appendix Fig S3). A strain with a *Tf1‐lacZ* reporter integrated into chromosome II (base pairs 1,877,855–1,878,381) was constructed by PCR amplifying a DNA fragment using template DNA derived from wild strain NCYC132 and with primers (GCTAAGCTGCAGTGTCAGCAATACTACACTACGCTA) and (GGAT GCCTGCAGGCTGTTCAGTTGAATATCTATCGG). The fragment was cleaved with *Pst*I and cloned into the *Pst*I site of pSPI356ChrmIICDAB 34. The resulting plasmid was linearised with *Bam*HI and transformed into the appropriate strain *S. pombe* cells. Quantitative β‐galactosidase assays were performed as previously described 63.

### Microarrays

RNA was extracted using hot phenol and purified over RNase easy columns (Qiagen) as previously described 64. A 15‐μg aliquot of total RNA was prepared for microarray analysis using the Superscript Plus Direct labelling kit (Invitrogen, Life Technologies), in two biological repeats with dye swaps. Paired samples were hybridised over two 44K Custom microarrays (Agilent) overnight at 65°C, scanned using GenePix 4000B scanner (Axon Instruments) and analysed using Genepix Pro 6.0 software(Axon Instruments). In house normalisation, scripts were applied (to gpr files) and the data uploaded into Genespring 7.3.1 software for analysis. Microarray data can be accessed at ArrayExpress accession E‐MTAB‐3455.

### Histone levels

Approximately 4 × 10^7^ cells were harvested following the addition of trichloroacetic acid (TCA) to a final concentration of 10%. Cells were resuspended in 200 μl 10% TCA and then disrupted using a beadbeater with 0.75 ml of glass beads using two pulses of 15 s with 1 min on ice in between. A 500‐μl aliquot of 10% TCA was added, and the lysate was recovered from the beads which was then clarified by spinning at 15,000 × *g* in a microcentrifuge. The resulting pellet was washed three times in acetone, dried and resuspended in 30 μl 100 mM Tris–HCl (pH 8.0), 1% w/v SDS and 1 mM EDTA. Samples were analysed on SDS–PAGE gels and subjected to Western blotting using anti‐histone H3 (Abcam ab1791), anti‐histone H2A (Abcam ab13923) and anti‐tubulin (TAT‐1) antibodies. Western blots were visualised using a Typhoon FLA9500 (GE Healthcare) and band intensities quantified using ImageQuant.

### RT–PCR and Northern analyses

RNA was purified as described for microarray analysis and subjected to RT–PCR using a One Step RT‐PCR kit (Qiagen). For strand‐specific RT–PCR, one primer complementary to the sense or antisense transcript was added during first‐strand cDNA synthesis, while the second primer was added prior to the PCR amplification steps. cDNA for quantitative (real‐time) RT–PCR was made using a Superscript II kit (Invitrogen). Real‐time PCRs were performed using a LightCycler 2.0 PCR system (Roche) and SYBR Green mix (Molecular Probes) using the appropriate primers. Reactions were normalised using primers specific to *act1* ^*+*^. Northern analysis was performed as previously described 65.

### MNase digestion of chromatin

Cells (100 ml) were grown to OD_595_ = 0.75–8.0 in YE5S at 30°C, cross‐linked for 20 min at 30°C using 1% formaldehyde and quenched by the addition of glycine to 125 mM. Cells were washed once in CES buffer (50 mM citric acid/50 mM Na_2_HPO_4_ [pH 5.6], 40 mM EDTA [pH 8.0], 1.2 M sorbitol and 10 mM β‐mercaptoethanol) and resuspended in 500 μl of CES buffer with 0.5 mg Zymolase 100‐T. Cells were spheroplasted at 30°C for up to 1 h and then washed twice with ice‐cold 1.2 M sorbitol. Spheroplasts were then resuspended in 800 μl NP‐S buffer (1.2 M sorbitol, 10 mM CaCl_2_, 100 mM NaCl, 1 mM EDTA pH 8.0, 14 mM β‐mercaptoethanol, 50 mM Tris pH 8.0, 0.075% NP‐40, 5 mM spermidine, 0.1 mM PMSF, 1% Sigma protease inhibitors cocktail [Sigma P8215]). Spheroplasts were then divided into four 200 μl aliquots, and each aliquot was mixed with 300 μl of NP‐S buffer. Three aliquots were digested with between 75 and 187.5 units of MNase (USB) for 10 min at 37°C. The fourth was retained as an undigested control. MNase digestion was terminated by adding EDTA [pH 8.0] to a final concentration of 50 mM and SDS to 0.2%. Reactions were incubated at 65°C overnight with 0.2 mg/ml proteinase K and 10 μg RNAse. DNA was purified by extracting twice with phenol:chloroform followed by ethanol precipitation (0.1 volumes of 3 M sodium acetate followed by two volumes of ethanol). Pellets were washed in 70% ethanol and resuspended in water containing 10 μg/ml RNase and incubated at 37°C for 30 min. Triplicate digests were pooled and treated with 100 U unmodified T4 polynucleotide kinase (NEB) for 30 min at 37°C to remove 3′‐phosphate groups left by MNase. DNA was extracted once more with phenol:chloroform, re‐precipitated with sodium acetate and propan‐2‐ol, washed with 80% ethanol, dried and re‐suspended in TE (pH 7.5).

### Chromatin‐seq

DNA fragments were end repaired, 3′‐adenylated and ligated to indexed adapters without size selection using Nextflex reagents (Newmarket Scientific, UK). Libraries were amplified with eight cycles PCR using Kapa HiFi PCR master mix (Anachem), primers removed with GeneRead size selection protocol (QIAgen) before quantification by Bioanalyser DNA 7500 assay. Libraries were pooled, denatured and diluted to 6 nM before clustering in a single lane of a high‐output Illumina flow cell. Sequencing (100 nt) was undertaken on a HiSeq 2500 using TruSeq SBS v3 reagents (Illumina).

### Bioinformatics

Paired reads were aligned to the ASM294v1.17 reference genome using Bowtie 0.12.7 66 with command line flags: ‐n 0 –trim3 64 –maxins 5000 –fr ‐k 1 –sam. Aligned read pairs were sorted according to chromosome and then into a range of size classes based on the SAM format ISIZE value (difference between 5′ end of the mate read and the 5′ end of the first mapped read) plus or minus 20%. Mono‐nucleosome‐sized reads are, therefore, represented as 150 ± 30 bp. To define the genomic position of MNase‐resistant chromatin entities, we mapped the mid‐point position of the read pairs in a particular size class. Frequency distributions of the mid‐point positions were then calculated using 10‐bp bins. To mark positions of peak maxima, and for *k*‐means clustering, the frequency distributions were lightly smoothed by taking a 3‐bin moving average. For all other analyses and displays, the frequency distributions were smoothed using an Epanechnikov kernel density estimate (using the Perl module Statistics::Kernel Estimation‐0.05 with bandwidth = 30) to match the profile of the previously published *S. pombe* nucleosome position data set (Gene Expression Omnibus GSE40451 30). All frequency distributions were output in the zero‐referenced, chromosome base, three‐column.sgr format (chromosome number, feature/bin position, mid‐point frequency value) for rendering with the Integrated Genome Browser 67 and for further processing. Average cumulative chromatin particle position frequency distributions at, and surrounding, genomic features were calculated using the script SiteWriterCFD as described previously 28, 68, with values for each bin normalised to the average cumulative frequency value obtained for all bins within the feature window. Protein‐coding gene transcription start site (TSS) positions were taken from the previously published data set 32. Nucleosome positions in the WT biorep1 data set were defined using a simple heuristic peak summit marking process (script PeakMarker_lite; read frequency threshold set to 25) (Script EV1). Clustering was performed with Cluster 3 using *k*‐means and the Euclidean distance similarity metric 69. Clusters were displayed using JavaTreeView 1.1.6 with values plotted as log_2_; centre = 3.0; and contrast value = 10. Wild‐type DNA sequence data (low MNase digestion) can be found in the NCBI Sequence Read Archive (SRA): accession number SRS712792. Other MNase sequence data can be accessed via Gene Expression Omnibus GSE67410.

### ChIP analysis

For Swi6 ChIP, strains were grown in PMG complete media to exponential growth phase at 25°C. Cells were then fixed with 3% formaldehyde for 18 min at room temperature. Chromatin immunoprecipitation was performed as previously described 70. In short, fixed cells were suspended in 400 μl ChIP lysis buffer (50 mM HEPES [pH 7.5], 140 mM NaCl, 1 mM EDTA, 0.1% DOC, 1% Triton X‐100) and disrupted by beadbeating (2 × 1 min). Chromatin was then sheared by probe sonication (3 × 20 s) and immunoprecipitated with anti‐GFP (Life Technologies). Cross‐linking was reversed by overnight incubation with TES followed by proteinase K digestion. After DNA purification, samples were subject to real‐time qPCR. Abo1‐GFP, Spt16‐GFP, Pob3‐GFP, histone H3 and H3K9me2 ChIP were performed as above but with the following modifications; cells were grown at 30°C in YE5S and were fixed by the addition of formaldehyde to a final concentration of 1% for 15 min at room temperature; chromatin was sheared using a Diagenode Bioruptor using approximately 30 cycles (30 s ON/OFF). Chromatin was immunoprecipitated with anti‐GFP (Life Technologies A11122), anti‐H3 (Abcam ab1791) or anti‐H3K9me2 (Abcam ab1220). Immunoprecipitated DNA was recovered as described previously 71.

### Co‐immunoprecipitations

Whole‐cell extracts, prepared as previously described 65, were pre‐cleared with 40 μl Sepharose A beads for 1–2 h at 4°C on rotating wheel. The resulting supernatant was transferred to a fresh microcentrifuge tube and incubated with 40 μl Sepharose A beads and 1.5 μl anti‐GFP (Life Technologies) at 4°C overnight on a rotating wheel. Sepharose A beads were harvested by centrifugation and washed 3–6 times in buffer (50 mM Tris–HCl [pH 7.5], 150 mM NaCl, 10 mM imidazole, 0.5% [v/v] NP‐40 [IGEPAL], 1 mM PMSF, 54 mM NaF, 5 μM NaVO_4_, 1 μl/ml aprotinin, 5 μg/ml pepstatin A and 5 μg/ml leupeptin) before being resuspended in 40 μl Laemmli buffer (0.1% β‐mercaptoethanol, 0.0005% bromophenol blue, 10% glycerol, 2% [w/v] SDS and 63 mM Tris–Hcl [pH 6.8]). Samples were then analysed on 9% SDS–polyacrylamide gels followed by Western blotting.

### Microscopy

Cells were pelleted in a microcentrifuge at 3,000 × *g* for 2 min before pellets were resuspended in ~20 μl of medium. Microscope slides were coated in poly lysine and allowed to dry before the addition of 5 μl of the cell suspension. Cells were allowed to dry, and 5 μl DAPI containing mounting medium (Vectashield^®^ with DAPI [Vector laboratories]) was added. Images were obtained using Zeiss Axiovert 200M with 100× oil immersion lens and Axiovision software.

### Statistics

*P*‐values were calculated using two‐tailed unpaired *t*‐tests, and the statistical significance is shown in the relevant Figure. *P*‐values for the overlaps in microarray gene lists were calculated in Excel and are based on hypergeometric distribution using all coding genes as the background population size. For comparison of nucleosome position frequency values at −4 and +4 nucleosomes surrounding protein‐coding gene TSSs, the data were subsampled into 29 random 100 TSSs subsets to avoid the tendency of *P*‐values to become inaccurate with large total *n* 72. Normality and variance were checked using the plot command in R 3.2.2, and *P*‐values were calculated using Perl module Statistics::DependantTTest‐0.03.

## Author contributions

HEM, CG, LS, AJW, KMM, KP, SC, NAK, SKW and KMC performed experiments and analysed data. JB, JFP, RCA, NAK and SKW designed experiments and analysed data. SKW and NAK wrote the manuscript with input from all authors.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Script EV1 Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

# Supplementary material for: Abo1, a conserved bromodomain AAA‐ATPase, maintains global nucleosome occupancy and organisation
**Source:** EMBO Rep. 2015 Nov 18;17(1):79–93. doi: 10.15252/embr.201540476
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

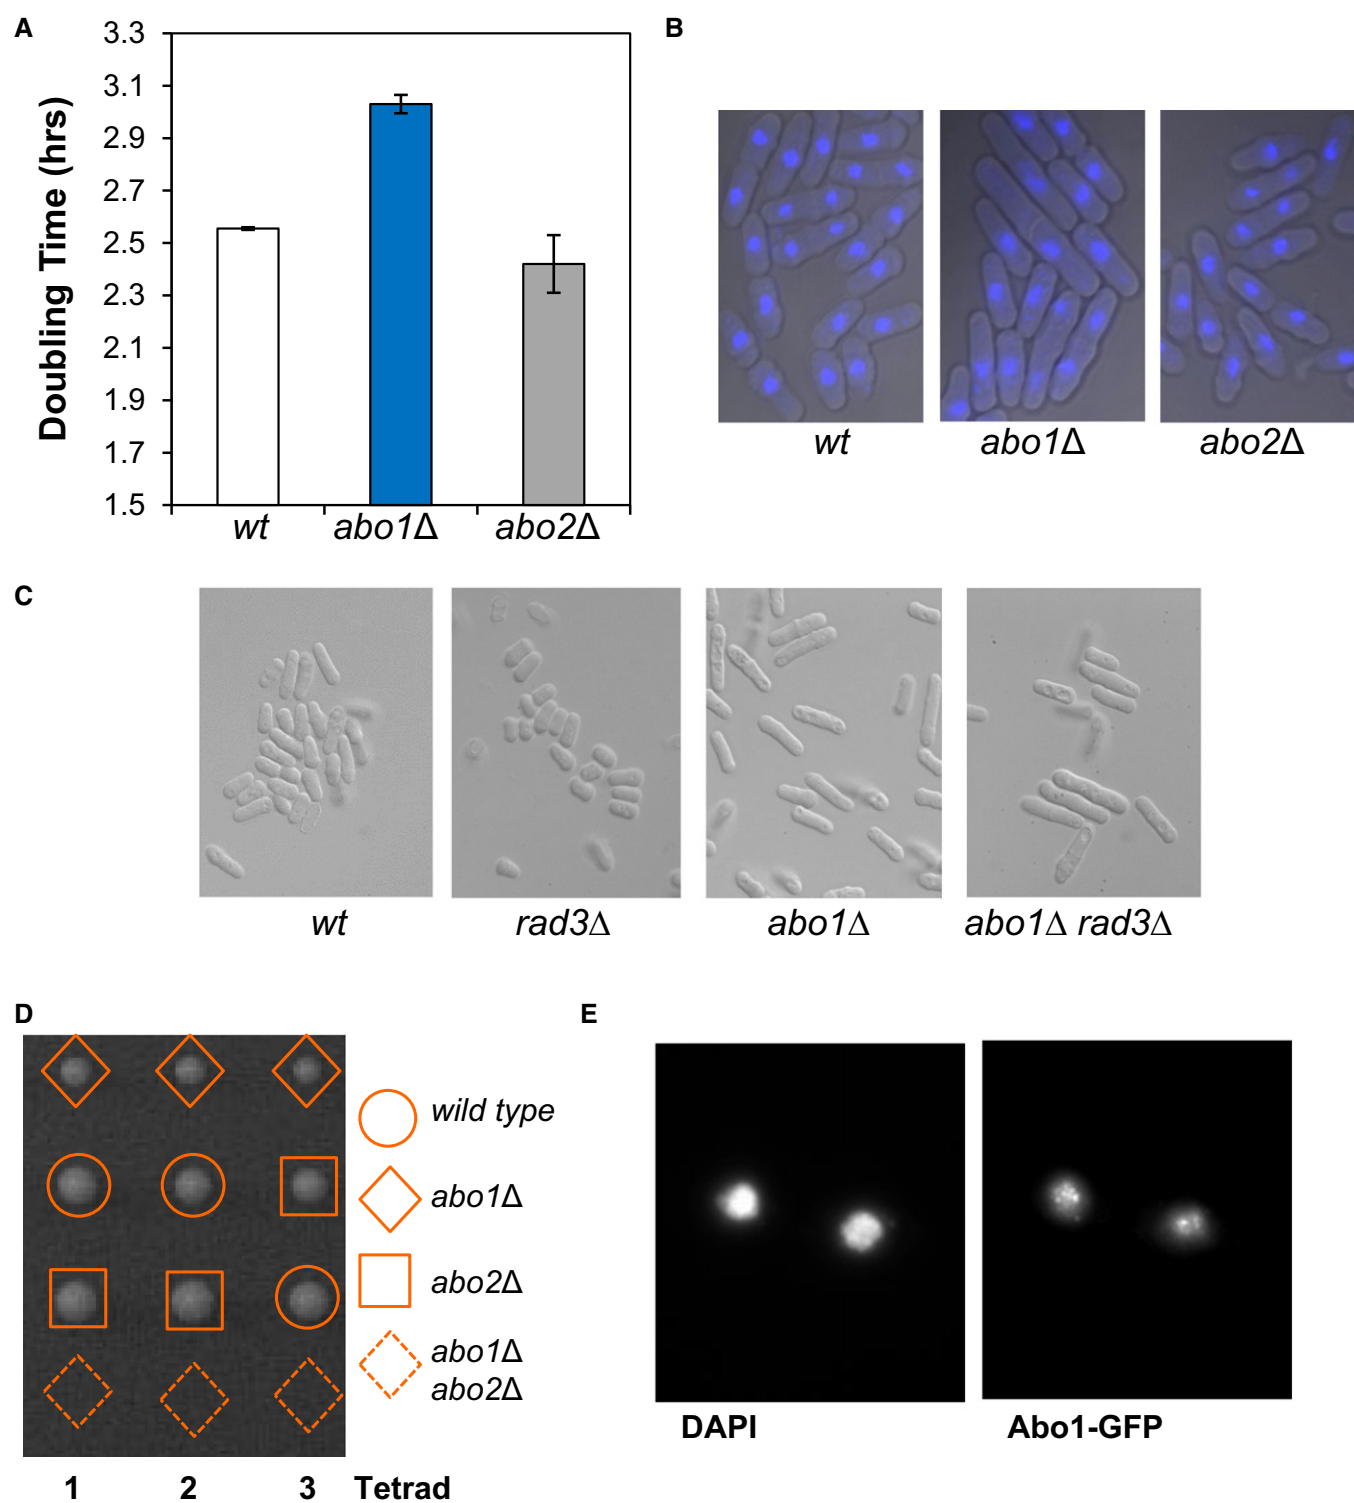

Figure EV1.

**Figure EV1. Phenotypes associated with deletion of *abo1*<sup>+</sup>.**

- A Doubling time was estimated by measuring the OD<sub>595</sub> of the indicated strains grown in YE5S medium at 30°C. Data are the mean of two independent biological repeats, and error bars denote the range of the data.
- B *abo1Δ* cells have an elongated morphology. Microscopic analysis of DAPI-stained cells. Data are representative of three biological repeats.
- C The elongated morphology of *abo1Δ* cells is independent of the ATR checkpoint kinase, Rad3. Microscopic analysis of the indicated strain. Images are representative of duplicate experiments.
- D An *abo1Δ abo2Δ* double mutant strain is not viable. Tetrad dissection of a genetic cross between *abo1Δ* and *abo2Δ*. Colonies arising from the spores of three asci are shown. Data are representative of three biological repeats.
- E Subcellular localisation of Abo1. Cells expressing Abo1-GFP were stained with DAPI and visualised using fluorescence microscopy. Data are representative of two biological repeats.

**Figure EV2. Paired-end mode chromatin-seq of *abo1Δ*.**

- A Ethidium-stained agarose gel separations of the two DNA pools (Biorep1 and Biorep2) extracted from MNase-digested *S. pombe* chromatin and used for chromatin sequencing in this study.
- B Frequency distributions of paired-read end-to-end size values after chromatin-seq of DNAs shown in (A). Note that increased MNase digestion used for Biorep2 samples shifts end-to-end size values downwards as expected.
- C Nucleosome positions in wild-type (Biorep1) cells were defined as the locations of 150 ± 30 bp (nucleosome) size class particle frequency peak summits (frequency value > 25). This simple heuristic procedure identifies 60,658 putative positioned nucleosomes in the *S. pombe* genome. The nucleosome size class particle frequency distributions centred on and surrounding (± 1,200 bp) these positions were then smoothed using an Epanechnikov kernel density estimate (to match that of a previously published data set (Gene Expression Omnibus GSE40451 [30])), summed and normalised to the average frequency value occurring in the ± 1,200 bp window, for each of the data sets. These cumulative distributions reveal the average nucleosome organisation surrounding positioned nucleosomes in the genome of each cell type. Three pair-wise comparisons are shown. The nucleosome distribution from wild-type Biorep1 overlaps with that in a previously published wild-type data set (Gene Expression Omnibus GSE40451 [30]), confirming that our nucleosome mapping method yields similar results to those obtained using other technology. The *abo1Δ* mutant nucleosome distributions observed in Bioreps 1 and 2 both show a lower peak height and higher trough depth than the corresponding wild-type. The wavelength of the peak pattern is shown and is equal to the known *S. pombe* nucleosome repeat length.
- D Genome browser plot of wild-type nucleosome occupancy data set (Gene Expression Omnibus GSE40451 [30]) plotted in relation to the 150 ± 30 bp paired-read mid-point frequency data obtained in this study (smoothed using an Epanechnikov kernel density estimate). Peak positions match between the two wild-type data sets, confirming that the 150 ± 30 bp class of paired sequence reads accurately represents nucleosomal species from chromatin. Nucleosome positions in the wild-type Biorep1 data set defined by our heuristic peak marking procedure are shown as “marked nucleosomes”.

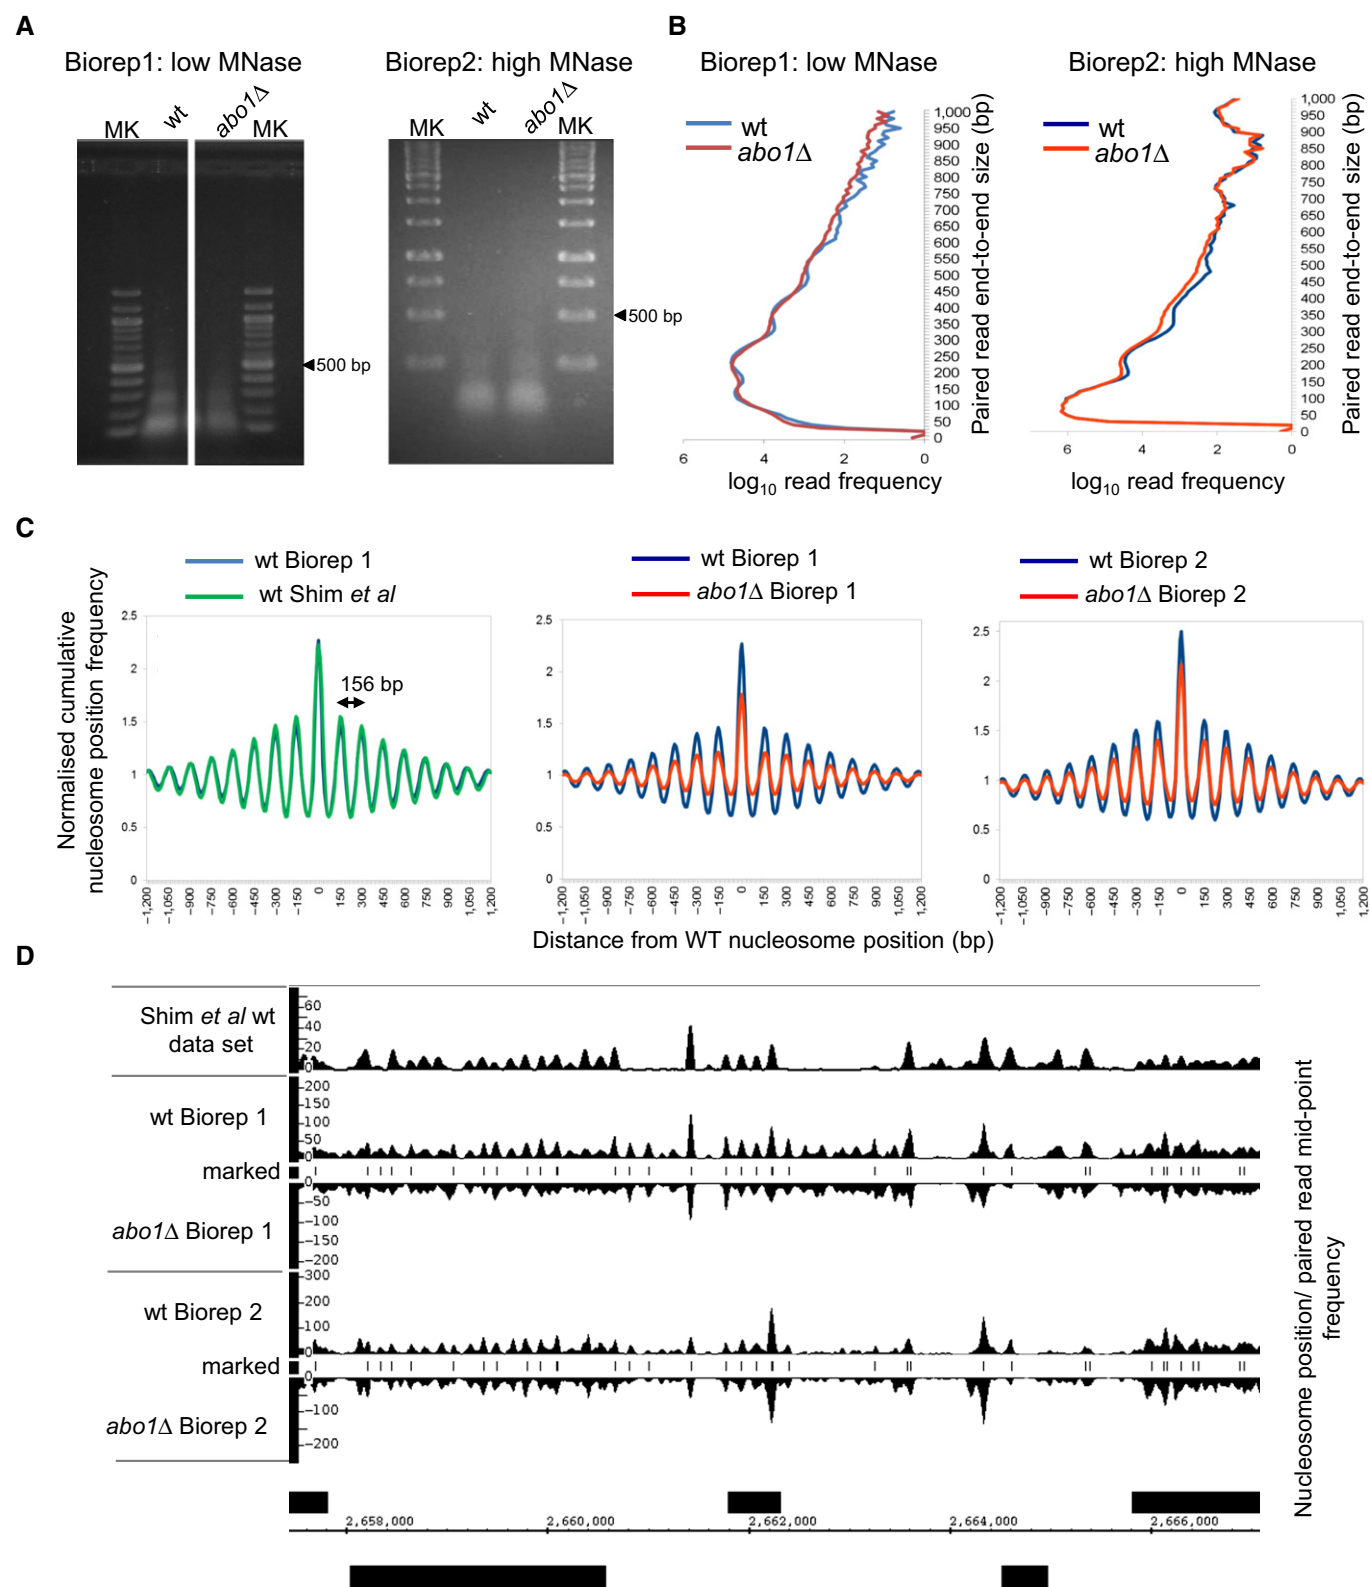

Figure EV2.

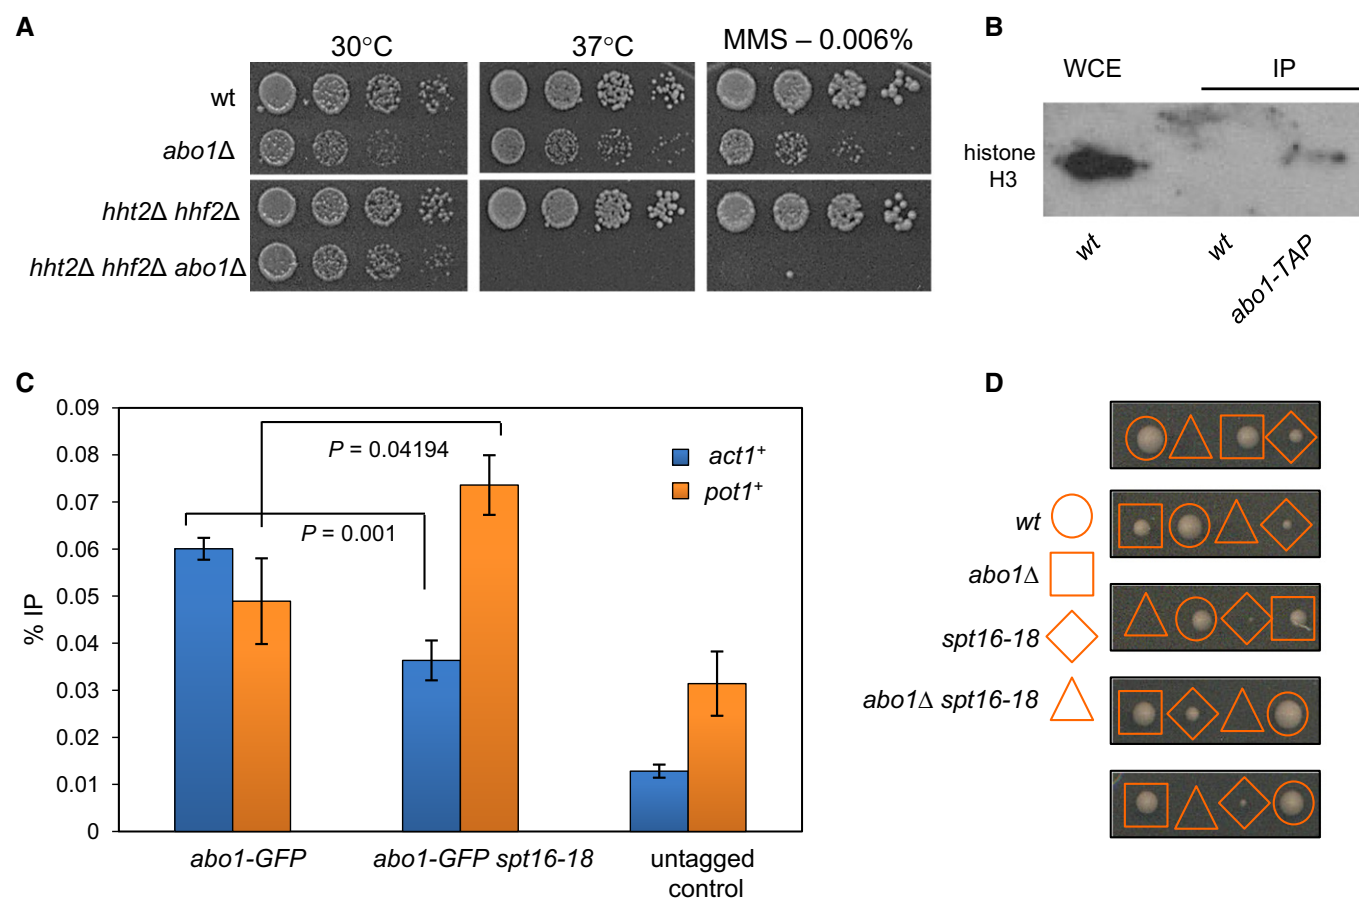

**Figure EV3. Abo1 physically and genetically interacts with histones and FACT.**

- A** Deletion of the histone H3–H4 gene pair *hht2<sup>+</sup>–hhf2<sup>+</sup>* exacerbates phenotypes associated with deletion of *abo1<sup>+</sup>*. The indicated strains were grown to mid log phase, subjected to five-fold serial dilution and spotted onto YES5 plates supplemented as indicated. Plates were incubated for 2 days (37°C) or 3–5 days (30°C). Images are representative of three biological repeats. All strains were present on the same agar plates.
- B** Whole-cell extracts prepared from the indicated strains were partially purified using IgG sepharose and analysed by Western blotting. Data are representative of two biological repeats.
- C** ChIP–qPCR analysis was used to detect Abo1-GFP enrichment at the indicated loci in mid log-phase cells grown at 30°C. Data are the mean of three independent repeats, and error bars denote  $\pm$  SEM. *P*-values were calculated using a two-tailed unpaired *t*-test. GFP-tagged strains exhibit significant enrichment ( $P < 0.05$ ) at both loci relative to the untagged control.
- D** Tetrad dissection of a genetic cross between *abo1Δ* and *spt16-18*. The genotypes of colonies arising from the spores of five asci are shown. Analysis of a total of 28 tetrads from two independent genetic crosses failed to identify a viable double mutant strain.

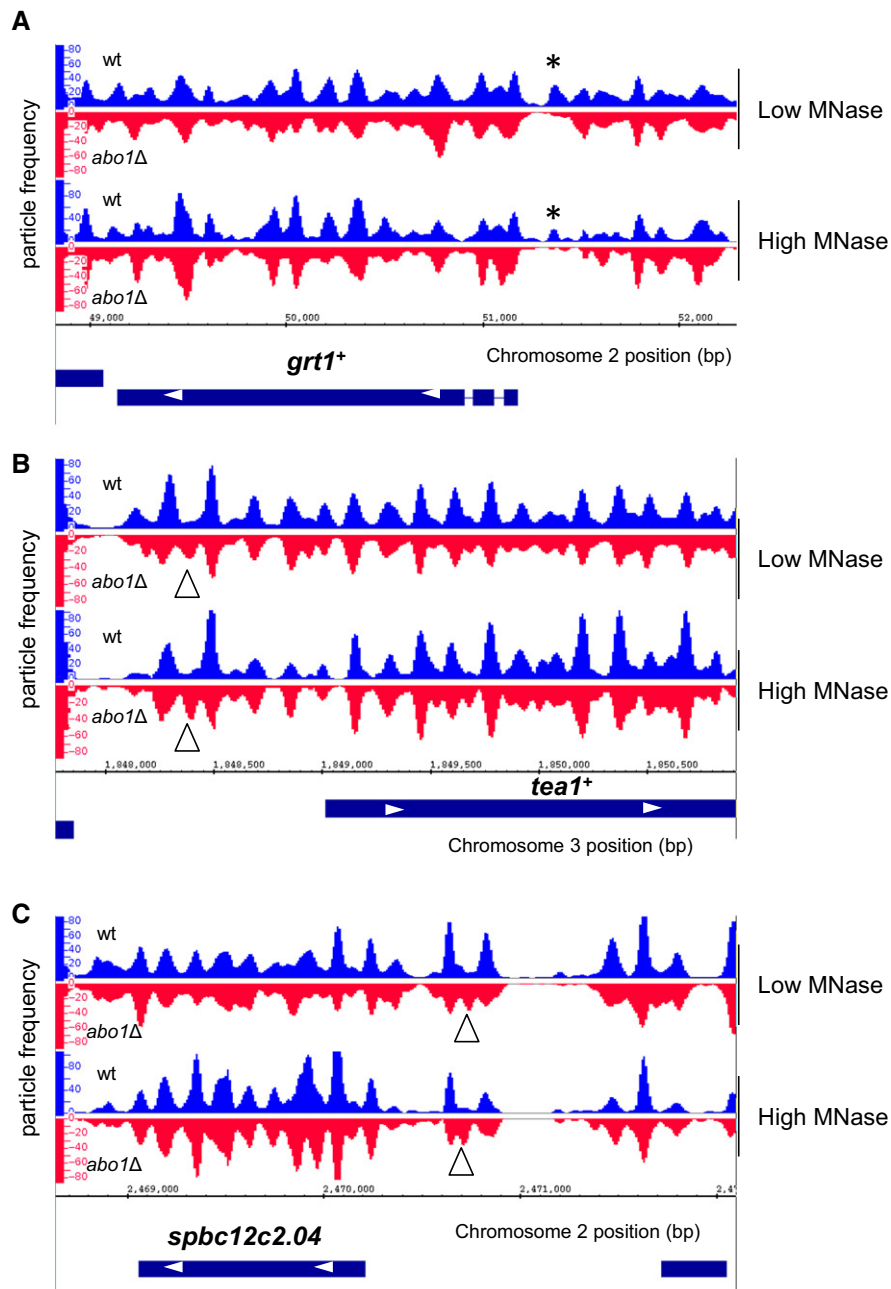

**Figure EV4. Abo1 is required for the organisation of chromatin in promoters.**

A–C Nucleosome (150 ± 30 bp size class) read profile over the indicated chromosomal loci. Data from low MNase (biorep1) are shown in the top panel and data from high MNase (biorep2) in the bottom panel. Missing or additional peaks in the *abo1Δ* background are marked with asterisks and triangles, respectively.

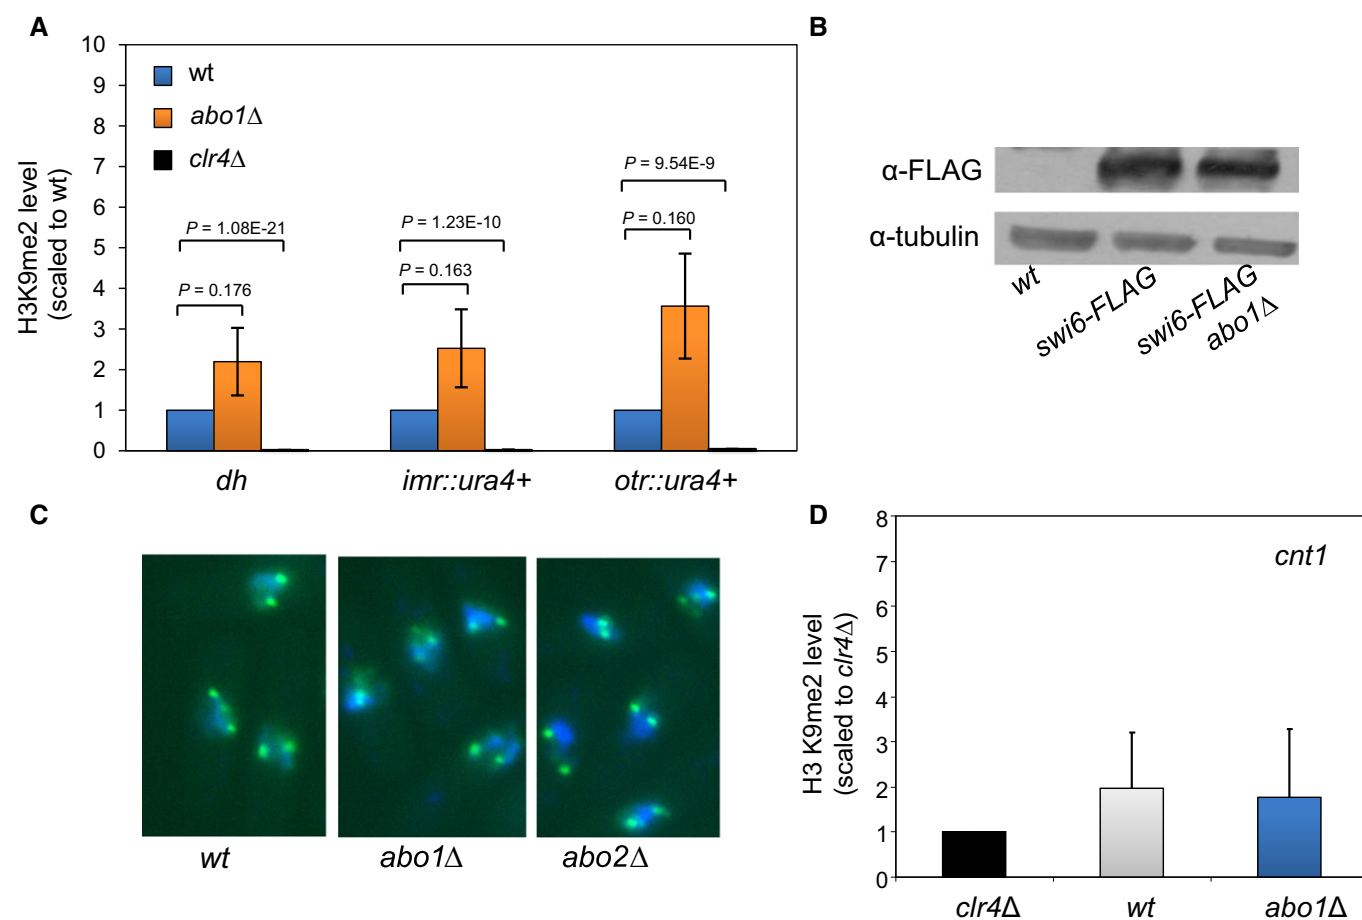

**Figure EV5. Loss of Abo1 does not reduce H3K9me2 or Swi6/HP1.**

- A H3K9me2 levels at *dh* repeats and a centromeric *ura4<sup>+</sup>* marker gene were determined by ChIP-qPCR. H3K9me2 enrichment relative to *adh1<sup>+</sup>* was determined and levels scaled to wild-type. Data are the mean of three independent biological replicates, and error bars represent  $\pm$  SEM. *P*-values were calculated using a two-tailed unpaired *t*-test.
- B Whole-cell extracts prepared from the indicated strains were analysed by Western blotting with the indicated antibodies. Data are representative of two independent biological repeats.
- C Cells expressing GFP-Swi6 were stained with DAPI and visualised using fluorescence microscopy. Data are representative of two independent biological repeats.
- D Loss of Abo1 does not result in the inappropriate spread of H3K9me2 into the centromeric central core. ChIP analysis of H3K9me2 levels at central core (*cnt*) sequences of chromosome 1. H3K9me2 enrichment relative to *adh1<sup>+</sup>* was determined and levels scaled to the *clr4Δ* (-H3 K9me2) mutant. Data are the mean of three independent ChIP experiments, and error bars are  $\pm$  SEM.

# Supplementary material for: Abo1, a conserved bromodomain AAA‐ATPase, maintains global nucleosome occupancy and organisation
**Source:** EMBO Rep. 2015 Nov 18;17(1):79–93. doi: 10.15252/embr.201540476
**Supplement:** Supplementary file 5 — Source Data for Figure 2

## Slide 1
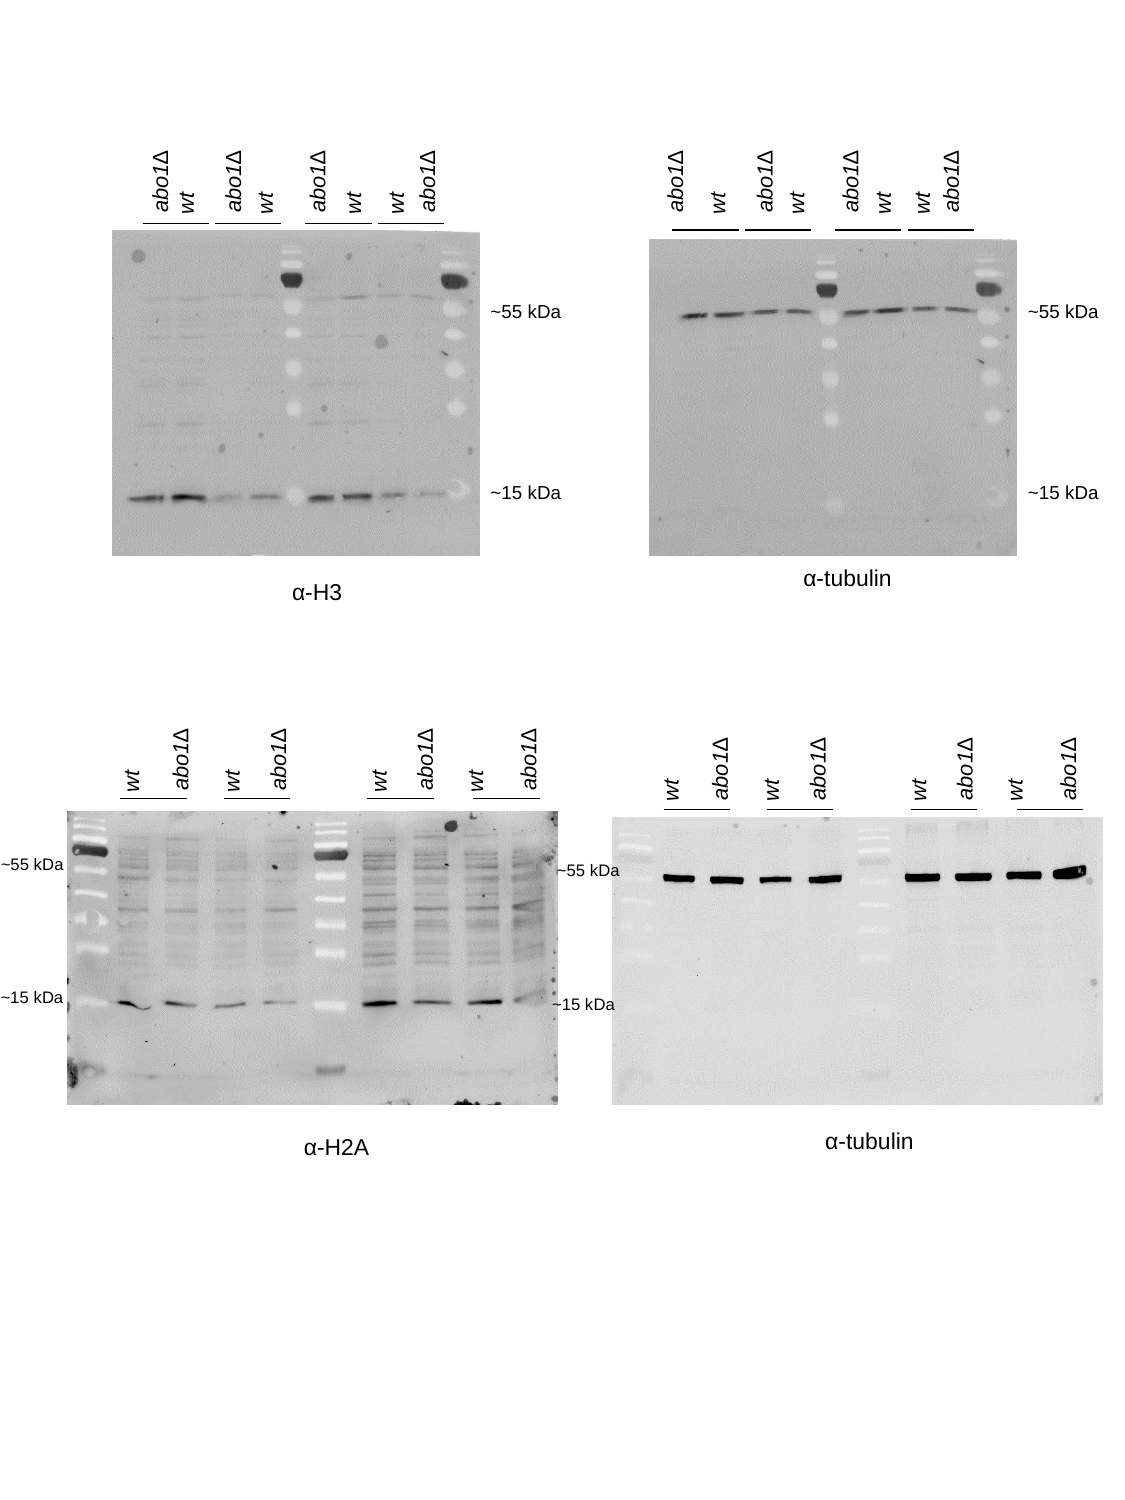

abo1∆
abo1∆
abo1∆
abo1∆
abo1∆
abo1∆
abo1∆
abo1∆
wt
wt
wt
wt
wt
wt
wt
wt
~55 kDa
~55 kDa
~15 kDa
~15 kDa
α-tubulin
α-H3
abo1∆
abo1∆
abo1∆
abo1∆
wt
wt
wt
wt
abo1∆
abo1∆
abo1∆
abo1∆
wt
wt
wt
wt
~55 kDa
~55 kDa
~15 kDa
~15 kDa
α-tubulin
α-H2A

How the deposited data were processed for this re-analysis (not part of the article)

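MNase-seq of cross-linked *S. pombe* chromatin was analysed for 4 samples, wild-type (972) and *abo1*Δ (HM463) with 2 bioreps each. Biorep1 was digested with 75 to 187.5 units of MNase (low) and biorep2 with 187.5 units (high). Samples were assigned to strains and bioreps from their labels and the paper. The labels number only the second biorep of each strain, so the unnumbered samples were taken as biorep1 on the basis of their MNase range.

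For every sample the authors trimmed the paired reads to 36 nt, aligned them with Bowtie, sorted the pairs into classes of end-to-end size ± 20%, counted mid-points in 10-bp bins and took a 3-bin moving average. The deposited values are therefore a signal in whole numbers per 10-bp bin that is neither scaled to depth nor corrected for sequence composition or mappability. The 150-bp class was deposited for all 4 samples and the 300-bp class was available for biorep1. Bowtie reported 1 location for each pair, so repeated sequences carry a share of the signal of all their copies. Rounding after the moving average removes isolated mid-points and matters most in wild-type biorep2, where the mean was 4.015 per bin and 21.8% of bins held 0. Sums over the 150-bp class were 15438602 (wild-type) and 13425651 (*abo1*Δ) in biorep1, and 5047544 and 7177837 in biorep2. They approximate the number of read pairs. Chromosome lengths in the files equal those of the reference used for gene positions (5579133, 4539804 and 2452883 bp to within the last bin). That reference is ASM294v3, while the paper names ASM294v1.17, and no coordinates were converted.

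From the signal, the following were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9, and with limma 3.58.1 in R 4.3.3. Positions were marked by the paper's summit rule with a threshold of 25. Profiles around marked positions and TSSs covered ± 1200 bp (241 bins) and were divided by the window mean. Peaks +1 to +7 and the 6 troughs between them were located on the mean profile of the strains within each biorep, with at least 100 bp between peaks, so that neither strain chose them. The NDR was the lowest value from −250 to 0 bp. The per-gene array contrast was tested with limma on 2 samples against 2 without a block, with Benjamini-Hochberg adjusted p under 0.05 as the threshold, and with the biorep as a block as the alternative. Single values were compared between strains by an exact permutation test, whose smallest p is 0.3333 with 2 samples against 2, so no comparison between strains can reach 0.05. Values at the +4 and −4 nucleosomes were compared over 29 random subsets of 100 genes by permutation with 100000 resamples. Correlations over bins were tested by circular-shift permutation. *k*-means used *k* = 9 and 10 starts. Random seeds were fixed.

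Genes were named in the text by a rule: those the paper names beside its nucleosome maps (*grt1*, *tea1*, *SPBC12C2.04* and the *Tf2* elements), *abo1*, *act1* and *tlh1*, and the 5 genes with the largest fall and the 5 with the largest rise in array contrast. Since no gene passed the limma threshold, these 10 were taken from genes changed in the same direction in both bioreps. The scripts were tested on simulated data in which the arrays of 200 genes were flattened by a factor of 0.5. The median recovered factor was 0.497, against 0.994 in the other genes. Of the 153 flattened genes with an array, 99.3% were lower in both bioreps. limma without a block found 0 of the 153 and with the block 136, together with 11 unchanged genes, so the fit without a block has little power with these bioreps.

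Alternatives included the marking threshold, further smoothing with an Epanechnikov kernel of bandwidth 30 bp (the paper's own smoothing, applied here to values already averaged), alignment at the start codon, equal weight for each gene, genes with an upstream neighbour at least 1000 bp away, the genome mean as the divisor, other peak ranges and filters on low signal, *k* of 6 and 12, and leaving out each biorep. The closing section gives their effect. The definition of the pericentromeres as gene-free intervals was set once the annotation proved to name no repeats, and the limits for calling peaks at single promoters were set after looking at the data. Depth differences were examined by Poisson simulation with the deposited values as means, averaged over 3 bins and rounded again, which smooths the data a second time and is approximate.

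Comparisons with the published wild-type data set, microarrays, ChIP and the reads themselves were left out because they are not in the files analysed here. The TSS list of the paper was replaced by annotated mRNA 5′ ends. The mitochondrial genome was not in the files analysed here.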

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

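The number of marked positions, after scaling to depth, was lower in *abo1*Δ than in wild-type in biorep1 (ratio 0.7875) and higher in biorep2 (1.0368). It was flagged because the bioreps moved in opposite directions. The opposite directions depended on the marking. Both ratios were below 1 at a threshold of 35 (0.5241 and 0.8562), at 50 (0.3776 and 0.7274) and with kernel smoothing (0.6049 and 0.9289). Without scaling to depth they were on opposite sides of 1 (0.5343 and 1.6870). With 1 sample per strain in each biorep, the difference between the bioreps was not tested. Sampling noise at the depth of biorep2 was examined by bringing both biorep1 samples to the depths of the biorep2 samples by Poisson simulation. The biorep1 ratio was then 0.8183 and stayed below 1, so this noise alone did not turn the ratio round. A difference in depth between the strains was examined by bringing the deeper strain of each biorep to the depth of the other. The ratios were then 0.7389 in biorep1 and 0.9660 in biorep2, on the same side of 1, so the depth difference may decide the side of 1 in biorep2. It did not account for the whole gap, as the bioreps still differed at equal depth. The depths of biorep2, which include its difference between strains, also left the biorep1 ratio at 0.8183. The simulation with depths unchanged gave 0.7326 and 1.0200, near the observed ratios but not equal to them, because it smooths the values again. The MNase digestion level cannot be separated from the biorep, since there was 1 biorep per MNase level. The opposite directions therefore cannot be told apart from a difference in depth or from the MNase level, and no biological explanation is put forward.

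The 300-bp class of biorep1, on which the paper gives no results, carried an array at the TSS in both strains and was flagged as signal in data the paper did not analyse. Its total was 15993064 in wild-type and 13450068 in *abo1*Δ. The profile had 7 peaks from 150 to 1030 bp, at places between neighbouring mono-nucleosome peaks, where the mid-points of pairs of adjacent nucleosomes would fall. The peak-to-trough amplitude was 1.460 in wild-type and 0.854 in *abo1*Δ, a ratio of 0.5851 (95% bootstrap interval over genes 0.578 to 0.592), against 0.530 for the 150-bp class of the same samples. A difference in depth between strains was examined by bringing wild-type to the depth of *abo1*Δ by simulation, and the ratio stayed below 1, at 0.5807. A difference between single cultures cannot be examined, because the class had 1 sample per strain. The lower amplitude of the 300-bp class may reflect the same loss of positioning as in the 150-bp class, but it comes from the same libraries and cannot be told apart from a difference between the cultures.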

How the results depend on the processing

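The sample mapping, the test designs, the rule for named genes and 124 of the 131 alternative values for the headline results were fixed before the processed files arrived. The other 7 (leaving out the rDNA ends of chromosome 3, restricting the pericentromeres to repeated sequence, and kernel smoothing of the ratio of marked positions) were chosen after seeing the data. Of 22 headline results, 8 had every alternative labelled unchanged, which for these meant the same direction and the same side of the 0.05 threshold. For 6 of these the side is fixed by the design, as the exact permutation p cannot go below 0.3333, so only the direction of the mean ratio was at stake. Results without a p-value could be labelled moved on size alone. The repeat length difference and the TSS spacing difference, for example, were negative under every alternative. The amplitude ratios at the TSS and around marked positions kept all *abo1*Δ samples below all wild-type samples in every setting with 4 samples. Other separations were lost. At the start codon the trough ratio was 1.0163 and the peak ratio 0.9409, close to no difference, with an exact permutation p of 0.6667 for each. For genes with an upstream neighbour at least 1000 bp away the peak ratio was 0.8164, with an exact permutation p of 0.6667. The central height ratio was 0.9219 with positions marked in *abo1*Δ biorep1, where the separation was kept. It was lost with positions of *abo1*Δ biorep2 (0.8407, exact permutation p of 1) and of wild-type biorep2 (0.6716, exact permutation p of 0.6667). Of the 131 values, 102 were labelled unchanged, 25 moved, 3 crossed the threshold of their test and 1 changed direction. These labels do not count every ratio that changed its side of 1. The ratio of marked positions was 0.9121, against 1.1106 without scaling to depth (labelled moved) and 1.0368 with biorep1 left out (labelled unchanged). The pericentromere mean was 1.0276, against 0.7139 by the median over bins (moved) and 0.8778 with biorep1 left out (unchanged).

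A higher threshold for marking keeps only tall summits, which are rarer in *abo1*Δ. Thresholds of 35 and 50 gave 27522 and 9633 marked positions in wild-type biorep1, ratios of *abo1*Δ to wild-type of 0.6901 and 0.5525, and 56.4% and 46.5% of marks shared. Kernel smoothing lowers single summits and left 27748 positions. Without scaling to depth the ratio was 1.1106, as the deeper strain then had more marks. The repeat length difference was −1.3517 and −1.9621 bp with positions marked in *abo1*Δ biorep1 and biorep2, −1.1198 bp at a threshold of 50 and −0.8568 bp with kernel smoothing, all far below 1 bin. The spacing difference at the TSS, whose SD over bioreps was only 0.0017 bp, became −1.5701 bp at the start codon, −1.1617 bp with kernel smoothing, −1.1774 bp with equal weight and −0.4480 bp for genes with distant upstream neighbours.

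The ratio of high to low MNase near the TSS was 0.5905 from −150 to 0 bp, 0.8149 from 0 to +150 bp and 0.8184 around the start codon, which differ in how much of the NDR they cover. The median permutation p at the +4 nucleosome, taken as the larger of the bioreps, was 0.2121. It was 5.4e-04 with a sign-flip permutation, which removes the spread between genes, and from 0.0248 to 0.2121 across the fits that each left out 1 biorep. At the −4 nucleosome the median permutation p ranged from 0.6422 to 0.8491 over the same fits, and with biorep1 left out (0.8491) the median difference changed sign. The share of genes with a lower contrast was 48.1% at the start codon, where 5′ UTRs of unequal length may blur the phase, which was not tested. With a replicate block, limma gave 2355 genes in place of 0, as the block removes the difference between MNase levels from the residual. With *k* = 6, 5 clusters were lower in *abo1*Δ. Kernel smoothing raised the promoter peak calls from 1 to 3, because small neighbouring maxima merge. The median over bins of the pericentromeres was 0.7139. At ORF 5′ regions the median was also below the mean in every sample, as in wild-type biorep1 (0.7329 against 1.0210). A median below the mean is thus not particular to the repeats. The 300-bp amplitude ratio was 0.5975 at the start codon and 0.6075 with the genome mean as the divisor.

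For the 14 named genes, 61 values kept their direction and 9 reversed. At the start codon the contrast changed to 1.5975 in *cid13*, 0.6222 in *ani2*, −1.7843 in *lys7*, −0.5578 in *yih1*, −0.5493 in *dad5*, 0.6870 in *SPBC12C2.04* and 0.7988 in *abo1*. The fixed peak positions may fall out of phase with these genes there, but this was not tested. The small change of *tea1* was 0.0240 over +2 to +5 and ranged from −0.3008 to 0.1923 across the fits that each left out 1 biorep.

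Depth limits the gene-level results. A minimum mean of 10 per bin left 5 genes, of which 3 were lower in both bioreps (60%). limma could not be refitted with a biorep left out, because 1 sample per strain gives no spread.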

Differences from the paper's values

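The lowest value of the NDR in wild-type biorep2 was 0.1214, while the paper's profile shows about 0.2 in Fig 2A, read by eye. The values came closer and no longer differed by the rule used with kernel smoothing (0.1375) or genes with an upstream neighbour at least 1000 bp away (0.1793). They still differed with each gene given equal weight (0.1304) and with the genome mean as the divisor (0.1074). Alignment at the start codon did not close the gap, as its value (0.3586) lay further from 0.2. It passed the rule only beside a larger SD between bioreps (0.1751, against 0.0573 in the main setting). With that alignment wild-type biorep1 differed instead (0.6062, against the paper's about 0.3 in Fig 2A, read by eye).

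At the +4 nucleosome the median permutation p was 0.0248 in biorep1, and the paper gives about 0.002 in Fig 2A, read by eye. In biorep2 it was 0.2121 by permutation, and the paper's value is about 0.023 in Fig 2A, read by eye. None of the alternatives set before the files arrived closed either gap. In biorep1 the sign-flip permutation gave 2e-05, the parametric unpaired form 0.0254 (the permutation form was 0.0248) and normalising each gene to its own window 0.0200 by permutation. In biorep2 these were 5.4e-04 by sign-flip permutation, 0.2110 by the parametric form and 0.1939 by permutation with each gene normalised. At the −4 nucleosome the median permutation p was 0.8491 in biorep2, and the paper's value is about 0.51 in Fig 2A, read by eye. The sign-flip permutation gave 0.5896, which no longer differed by the rule used, while the parametric form, set beside the permutation value, gave 0.8453 and permutation with each gene normalised gave 0.8898.

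Over the *Tf2* elements, the peak at 280 bp had a height of 4.708 in wild-type biorep1, against the paper's about 2.6 in Fig 6E, read by eye, 4.101 in *abo1*Δ biorep1 against the paper's about 2.1 in Fig 6E, read by eye, and 4.718 in wild-type biorep2 against the paper's about 2.7 in Fig 6E, read by eye. The peak at 730 bp was 2.843 in wild-type biorep1 against the paper's about 1.7 in Fig 6E, read by eye, 4.718 in wild-type biorep2 against the paper's about 2.6 in Fig 6E, read by eye, and 2.717 in *abo1*Δ biorep2 against the paper's about 1.8 in Fig 6E, read by eye. With the genome mean as the divisor all 6 no longer differed by the rule used: the values at 280 bp were 3.527, 2.672 and 2.414, and those at 730 bp 2.130, 2.414 and 1.361, in the same order. With kernel smoothing the values at 280 bp still differed (4.034, 3.510 and 4.490), as did wild-type biorep2 at 730 bp (4.050), while wild-type biorep1 (2.410) and *abo1*Δ biorep2 (2.534) at 730 bp did not.

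The paper states that peaks of coding region nucleosomes are significantly lower in *abo1*Δ at both MNase levels. By the unpaired permutation test over gene subsets, the +4 value of biorep2 was not under 0.05 (median p of 0.2121), though *abo1*Δ was lower in 29 of 29 subsets. The same genes are measured in both strains, and with each gene paired with itself the sign-flip permutation gave a median p of 5.4e-04, under 0.05. The disagreement therefore depends on the pairing. The paper describes its *t*-test as unpaired but names a software module for dependent *t*-tests, so the form it used is unclear. The paper describes values over the pericentromeric repeats as low compared with ORF 5′ regions. In biorep1 the wild-type mean over the gene-free intervals was 1.189 times the genome mean, above 1.021 at ORF 5′ regions, and in biorep2 it was lower (0.876 against 1.099). For the height of local maxima, which is closer to the peaks of positioned nucleosomes, the wild-type ratio to ORF 5′ regions was 0.933 in biorep1 and 0.583 in biorep2. It was thus lower in both, and in *abo1*Δ it was 1 and 0.667. The wild-type median over bins was not lower in either biorep (0.8957 against 0.7329 at ORF 5′ regions in biorep1, and 0.4981 against 0.4981 in biorep2). The wild-type 90th percentile was higher in biorep1 (2.4429 against 2.1986) and lower in biorep2 (2.2416 against 2.7398). Whether the values disagree with the paper thus depends on the measure and the biorep. The paper reports no recurring changes there, whereas the changes in the bioreps correlated weakly (r = 0.120, circular-shift permutation p = 5.9e-05, the smallest possible). The paper describes a lost peak at *grt1* and an added peak at *tea1*. From the deposited values by the rule used, neither was called, and both were called with kernel smoothing, where *grt1* fell from 15.1 to 2.56 in biorep1 and *tea1* rose from 5.11 to 18.0.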

Other observations

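The lower array amplitude downstream of the TSS in *abo1*Δ (mean ratio 0.605) was weighed against technical explanations. A difference in depth together with rounding to whole numbers was tested by simulating equal depth in each biorep, and the higher of the amplitude ratios was 0.6772, still below 1. A few genes with high signal do not account for it, since with equal weight for each gene the higher ratio was 0.6754. Less MNase digestion of *abo1*Δ chromatin was examined in 3 ways, with predictions that were all written after the results were seen. Signal near the TSS, which falls with more MNase, was lower in *abo1*Δ in biorep1 (0.741 against 0.779 in wild-type, ratio 0.9515) but higher in biorep2 (0.560 against 0.528), and the floor of the NDR was higher in both bioreps (ratios 1.314 and 1.556), the direction that less digestion would give. This measure therefore does not exclude less digestion of *abo1*Δ chromatin, above all in biorep2. The 300-bp class, available for biorep1 only, was not larger relative to the 150-bp class in *abo1*Δ (0.9671 relative to wild-type). Crossing the MNase levels, *abo1*Δ under high MNase had an amplitude of 0.8298 times that of wild-type under low MNase. Differences between single cultures cannot be excluded, as the exact permutation p over the 4 samples was 0.3333, the smallest possible. The pattern cannot be told apart from differences between cultures, and a part played by digestion is not excluded. As a hypothesis on biology, highly codon-biased genes, which tend to be highly expressed, were tested as the source of the change. Codon bias was measured against the ribosomal protein genes. Without the 500 most codon-biased genes the ratio was 0.6057, so they did not account for it.

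The change was not even along the array. The ratio of *abo1*Δ to wild-type amplitude fell from 0.654 at the first peak-to-trough step after the TSS to 0.346 at the sixth in biorep1, and from 0.844 to 0.488 in biorep2. The prediction that the change grows with distance from the TSS was written after the result was seen. The sixth ratio minus the first was −0.3074 in biorep1 (95% bootstrap interval over genes −0.334 to −0.285) and −0.356 in biorep2 (−0.382 to −0.331). This concerns the ratio only, since the wild-type amplitude itself falls along the array. In biorep1 the step amplitude was 1.613 in wild-type and 1.054 in *abo1*Δ at the first step, and 0.771 and 0.267 at the sixth, so the absolute loss was no larger at the sixth. In biorep2 it was 1.637 and 1.382 at the first step, and 1.088 and 0.531 at the sixth, so the absolute loss was larger at the sixth. The ratio of the trough heights ran the other way, with 1.519 at the first trough and 1.290 at the sixth in biorep1, and 1.340 and 1.211 in biorep2. This too concerns the ratio only, since the absolute rise was smallest at the first trough in both bioreps. Whether the change grows along the array thus depends on the measure and, for the absolute loss, on the biorep, and no biological explanation was tested.

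Signal over whole coding sequences was compared for 5043 genes as the log2 ratio of *abo1*Δ to wild-type. Across these genes, which are not independent replicates, the changes in the bioreps correlated at r = 0.456. The prediction that highly codon-biased genes lose signal was written before the test. The 100 most codon-biased genes had a median of −0.147 in biorep1 and −0.1083 in biorep2, against −0.021 and −0.009 for all genes. However, 100 genes matched for GC content of the coding sequence but not codon-biased had medians of −0.139 and −0.1373, so GC content may account for the fall. After allowing for GC content and coding length together, the partial rank correlation with codon bias was 0.0015 in biorep1 and −0.0447 in biorep2. The rank correlation of the change with GC itself was −0.382 and −0.371. Genes matched for length changed by −0.0377 in biorep1, so gene length did not account for it. A difference in depth between strains would turn the direction round between bioreps, but 70 of the 100 were lower in both. The MNase digestion level remains, since *abo1*Δ under high MNase was above wild-type under low MNase (median log2 ratio 0.5720), within the rise of 0.676 that wild-type itself showed between the levels. Reads shared between near-identical sequences were not the source, as genes of unique sequence had a median of −0.1452 in biorep1. Nor was the copy number of the chromosome region, as neighbouring genes had −0.0169 in biorep1. Differences between single cultures cannot be excluded (exact permutation p = 0.6667). The pattern cannot be told apart from GC content, the MNase level or the cultures, and is not offered as an effect of Abo1 on highly expressed genes.

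A second pattern was picked out of the same values after the GC comparison had accounted for the first, and all 6 of its predictions were written after the results they concern had been seen, the cut of 0.5 included. The values of 1 of its genes had been inspected before the MNase levels were compared. The coding sequences of 14 genes lost more than 0.5 on the log2 scale in both bioreps (medians −0.999 and −0.956), while 5 gained more than 0.5 in both. Of the 14, 10 were among the 100 most codon-biased, although the 14 are 0.278% of all genes. Of the 100 genes matched for GC content 1 was of this kind (Fisher's exact p = 0.0097 across genes, which are not replicates of the strains), but this comparison does not exclude GC content. The matched genes were drawn from outside the most codon-biased ones, so they could hold few of the 14 to begin with, and their median GC content was 46.6%, against 51.1% in the 14. As to the MNase digestion level, *abo1*Δ under high MNase was below wild-type under low MNase in 13 of the 14, but the genes were selected for falling in both bioreps, which makes such a crossing more frequent by itself. Of the 14, 12 were made of unique sequence, so reads shared between near-identical sequences were not the source. The neighbouring genes had a median of −0.0330 in the biorep where they fell less, which leaves out the copy number of the region. Differences between single cultures, such as growth state at harvest, cannot be excluded (exact permutation p = 0.3333, the smallest possible). The pattern cannot be told apart from that explanation or from GC content. It may be followed up as a hypothesis that a few strongly codon-biased genes lose nucleosome-sized particles in *abo1*Δ.

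For genes the paper studies by other assays, the signal over the coding sequence relative to the genome mean was as follows. *act1* (chromosome 2, 1476149 to 1477276) had 1.149 in wild-type and 1.133 in *abo1*Δ in biorep1, and 1.888 and 1.791 in biorep2, log2 changes of −0.021 and −0.076. *tlh1* at the end of chromosome 1 had 3.016 and 2.702 in biorep1, and 3.924 and 3.362 in biorep2, log2 changes of −0.158 and −0.223 (no replicates within a biorep).

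The array contrast of *abo1* itself changed by −0.697 on average although its coding sequence is deleted, as the window measured from its TSS at 3023324 ends near the coding start at 3024418. The log2 and contrast values of single genes come from 1 culture per strain at each MNase level.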
